# Mitochondrial DNA Mutations Induce Mitochondrial Dysfunction, Apoptosis and Sarcopenia in Skeletal Muscle of Mitochondrial DNA Mutator Mice

**DOI:** 10.1371/journal.pone.0011468

**Published:** 2010-07-07

**Authors:** Asimina Hiona, Alberto Sanz, Gregory C. Kujoth, Reinald Pamplona, Arnold Y. Seo, Tim Hofer, Shinichi Someya, Takuya Miyakawa, Chie Nakayama, Alejandro K. Samhan-Arias, Stephane Servais, Jamie L. Barger, Manuel Portero-Otín, Masaru Tanokura, Tomas A. Prolla, Christiaan Leeuwenburgh

## Abstract

**Background:**

Aging results in a progressive loss of skeletal muscle, a condition known as sarcopenia. Mitochondrial DNA (mtDNA) mutations accumulate with aging in skeletal muscle and correlate with muscle loss, although no causal relationship has been established.

**Methodology/Principal Findings:**

We investigated the relationship between mtDNA mutations and sarcopenia at the gene expression and biochemical levels using a mouse model that expresses a proofreading-deficient version (D257A) of the mitochondrial DNA Polymerase γ, resulting in increased spontaneous mtDNA mutation rates. Gene expression profiling of D257A mice followed by Parametric Analysis of Gene Set Enrichment (PAGE) indicates that the D257A mutation is associated with a profound downregulation of gene sets associated with mitochondrial function. At the biochemical level, sarcopenia in D257A mice is associated with a marked reduction (35–50%) in the content of electron transport chain (ETC) complexes I, III and IV, all of which are partly encoded by mtDNA. D257A mice display impaired mitochondrial bioenergetics associated with compromised state-3 respiration, lower ATP content and a resulting decrease in mitochondrial membrane potential (Δψ_m_). Surprisingly, mitochondrial dysfunction was not accompanied by an increase in mitochondrial reactive oxygen species (ROS) production or oxidative damage.

**Conclusions/Significance:**

These findings demonstrate that mutations in mtDNA can be causal in sarcopenia by affecting the assembly of functional ETC complexes, the lack of which provokes a decrease in oxidative phosphorylation, without an increase in oxidative stress, and ultimately, skeletal muscle apoptosis and sarcopenia.

## Introduction

The progressive loss of skeletal muscle mass and strength observed in older individuals is a condition known as sarcopenia. The associated muscle atrophy and weakness directly affect the functional capacity and quality of life of the elderly. Sarcopenia affects a growing population, occurring in 10–25% of individuals under the age of 70 and in more than 40% of the elderly over the age of 80 [1], [2]. The annual cost of treating sarcopenia is greater than the amount spent due to osteoporosis, yet little effort is made to increase public awareness to prevent sarcopenia [3].

Despite the fact that in animal cells mtDNA comprises only 1–3% of genetic material, several lines of evidence suggest that its contribution to cellular physiology could be much greater than would be expected from its size alone [4], [5]. For instance, it mutates at higher rates than nuclear DNA [6], [7], which is probably a consequence of: (a) its close proximity to the ETC, and thus of greater exposure to reactants, (b) its lack of protective histones and introns, and (c) its lack of extensive DNA repair systems compared to the nuclear DNA [8], [9], [10]. Importantly, defects in the ETC can have pleiotropic effects because they affect cellular energetics as a whole [4]. For these reasons, a central role for mitochondrial DNA (mtDNA) mutations in aging has been postulated [11], [12], [13]. Indeed, mtDNA mutations have been shown to accumulate with aging in several tissues, including skeletal muscle of various species [14], [15], [16], [17], [18], [19].

Previous studies have provided strong, though correlative, experimental support for an association between mtDNA mutations and tissue dysfunction, particularly in long-lived post-mitotic cells such as cardiomyocytes, skeletal muscle fibers and neurons [14], [16], [17], [18], [19]. In order to determine whether mtDNA mutations underlie sarcopenia, we used a genetically engineered mouse model that expresses a proofreading-deficient version of the mitochondrial DNA polymerase gamma (D257A), resulting in increased spontaneous mutation rates in mtDNA [20], [21]. We have previously characterized accelerated aging in D257A mice [20] and found that these mice exhibited multiple age-related phenotypes including thymic involution, loss of bone mass, cardiac dysfunction and hearing loss. These findings provide support for the hypothesis that mtDNA mutations can play a causal role in mammalian aging [20], [21]. Therefore, the D257A mouse may provide an *in vivo* model to study the mechanisms of skeletal muscle loss with age, specifically, the contribution of mtDNA mutations.

The purpose of the present study was to identify the specific molecular mechanism that links mtDNA mutations and the loss of skeletal muscle mass with age in mitochondrial mutator mice [20]. The central hypothesis tested was that mutations in mitochondrial DNA, known to be associated with aging in many post-mitotic tissues, play a causal role in skeletal muscle loss of mutator mice by affecting the assembly of fully functional ETC complexes, leading to mitochondrial dysfunction and ultimately, to the activation of a mitochondrial-mediated apoptotic program.

## Results

### D257A mice display significant skeletal muscle loss

At 11-mo of age, D257A mice exhibited significant skeletal muscle loss of gastrocnemius (wild-type, WT: 0.157±0.006 vs. D257A: 0.126±0.006 grams, p = 0.0004, −20%) and of quadriceps muscle (WT: 0.190±0.006 vs. D257A: 0.156±0.007 grams, p = 0.0003, −18% ) compared to WT mice (Fig. 1). The level of sarcopenia is similar to that observed in gastrocnemius of normally-aged (30-mo WT) mice compared to young mice (5-mo WT) (gastrocnemius, 5-mo: 0.146±0.009 vs. 30-mo: 0.110±0.007 grams, p = 0.0095, −24.5%), but less than the level of sarcopenia observed in quadriceps of aged WT mice (5-mo: 0.177±0.004 vs. 30-mo: 0.105±0.007 grams, p = 0.0095, −40%). We next examined whether the observed sarcopenia was due primarily to a reduction in muscle fiber size or fiber number and whether type I or type II fibers were differentially affected. Muscle fiber number and diameter were determined as described [22] for gastrocnemius muscles isolated from 3-mo and 13-mo WT and D257A mice. There were no significant differences between genotypes in the number of type I or type II fibers at either age, although there was a trend toward a lower proportion of type I fibers in the gastrocnemius of D257A mice at both ages (Table 1). By contrast, we observed a significant decrease in the diameter of type I (but not type II) fibers at 13 months of age.

**Figure 1:**
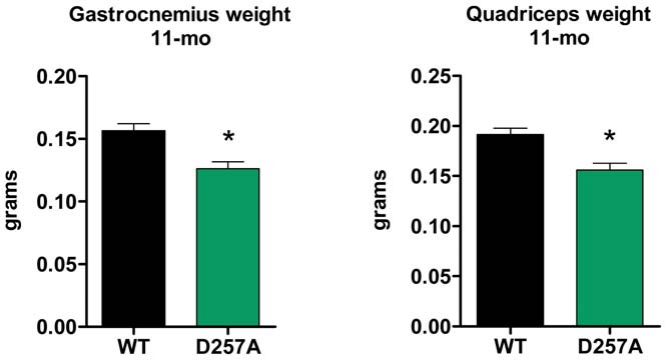
D257A mice display significant skeletal muscle loss. At 11 mo of age, gastrocnemius (n = 22 per group, *p<0.001) and quadriceps (n = 22 per group, *p<0.001) mean muscle mass in D257A mice is significantly decreased compared to age-matched WT. Error bars represent SEM.

**Table 1:** Fiber type analysis in the gastrocnemius muscle of wild-type and D257A mice.

Age	Genotype	Type I Fiber diameter (µm, mean ± SEM)	Type I Fiber number (mean ± SEM)	Type I Proportion (%, mean ± SEM)	Type II Fiber diameter (µm, mean ± SEM)	Type II Fiber number (mean ± SEM)	Type II Proportion (%, mean ± SEM)
3 mo	WT	22.985±0.258	1793±85	27.257±1.330	31.320±0.303	4832±351	72.743±1.330
3 mo	D257A	22.816±0.610	1511±128	22.659±1.427	33.072±0.980	5144±233	77.341±1.427
13 mo	WT	25.494±1.368	1533±127	26.584±1.051	31.938±1.373	4203±188	73.416±1.051
13 mo	D257A	20.535±0.516*	1612±62	24.792±1.265	28.930±1.525	4929±271	75.208±1.265

* p<0.01, 13-month WT vs D257A type I fiber diameter comparison. All other comparisons, p>0.05.

### Gene expression profiling of D257A mice

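RNA from gastrocnemius muscle of 5 male D257A mice and 5 male WT mice, all 13 months old, was hybridized to 10 arrays of 45101 probe sets, with 1 array per mouse. D257A mice are homozygous for a form of Polg, the mitochondrial DNA polymerase γ, that lacks proofreading. The deposited values are 1 signal per probe set and array on a linear scale, made with GCOS 1.3 according to the submitters' processing notes. Their trimmed mean, with 2% of the probe sets left out at each end, ranged from 93.4 to 106 in D257A mice and from 94.5 to 129 in WT mice, where Supporting File S1 states a target of 500. Each array was therefore multiplied by the factor that brings this mean to 500. After that scaling, the median log2 signal of all probe sets was 6.36 ± 0.06 in D257A mice and 6.49 ± 0.05 in WT mice (SD, n = 5 each; exact permutation p = 0.0238). Log2 signals of the 22518 probe sets brighter than the median of all probe sets were compared between genotypes with limma, and p-values were adjusted by Benjamini-Hochberg. Log2 fold changes are D257A minus WT, with limma's standard error, and a gene is represented by its brightest probe set that names it alone. Gene lists of the pathways and cell types that muscle holds were fixed before the data were examined. The 50 lists with at least 3 tested genes were compared with all other genes by camera, a test of limma that presets the correlation between genes at 0.01, and also with an estimated correlation. Ranges of adjusted p under other settings cover every alternative of normalization, filter, variance model, mice and list test that was run. Each mouse's mean over a list was compared between genotypes by a 2-sided exact permutation test, whose smallest possible p with 5 mice against 5 is 0.00794. RNA quality, read as the mean log2 ratio of the 3' to the 5' control probe sets of Gapdh and beta-actin, was -0.32 ± 0.04 in D257A mice and -0.30 ± 0.09 in WT mice (SD, n = 5 each; exact permutation p = 0.651). WT mouse 1-13M stood apart from the other WT mice. On a line from the mean of the other 4 WT mice (0) to the mean of the D257A mice (1), it lay at 0.639 over the 3428 probe sets that differ between genotypes when it is left out. The number of mice limits the precision of all values.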

Affymetrix Mouse Genome 430 2.0 arrays were used to measure gene expression profiles in gastrocnemius muscle of 13-month old WT and D257A mice. We then performed Parametric Analysis of Gene Set Enrichment (PAGE) [23] to identify classes of genes that were differentially expressed as a result of mtDNA mutations induced by the error-prone mtDNA Polymerase γ. 

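In gastrocnemius of D257A mice, gene lists of mitochondrial energy metabolism and of the extracellular matrix were lower than in WT mice. Lists of protein synthesis, immune cells and protein breakdown were higher. Of the 50 lists tested, 10 were lower and 10 were higher at a camera adjusted p under 0.05 with the preset correlation, and 1 of these passed with an estimated correlation. Of 100 splits of the arrays into 5 and 5, the real one included, 8 gave as many lists, so chance is not excluded for this count. Every split with more lists grouped most D257A mice with WT mouse 1-13M and so kept part of the genotype difference. The splits therefore cannot decide how many lists chance alone gives. The lower lists were branched-chain amino acid and ketone body use, fatty acid beta-oxidation, nuclear-encoded mitochondrial genes, respiratory chain with its complexes I, II and III, the TCA cycle with pyruvate dehydrogenase, ATP synthase, and fibroblast and matrix genes. Several of these lower lists share genes and are not independent of each other. The higher lists were cytosolic ribosome, translation initiation factors, ribosome biogenesis, RNA splicing, chemokines, antigen presentation, macrophage markers, fatty acid synthesis, proteasome, and atrophy and autophagy genes.
Genes of the immune categories of Fig. 2A and 2B were among those that rose. The 16 tested chemokines and chemokine receptors had a mean log2 fold change of 0.44 (standard error 0.09, camera adjusted p = 0.00186, 8.93e-06 to 0.12 under other settings). Of these, 6 of 16 rose and 0 fell (6 and 0 adjusted over the list alone). The chemokine Ccl8, which attracts monocytes, had a log2 fold change of 2.05 (standard error 0.24, adjusted p = 4.69e-04). Its scaled signal was 789.9 ± 245 in D257A mice and 193 ± 61.2 in WT mice (SD, n = 5 each). Antigen processing and presentation genes had a mean of 0.34 (standard error 0.08, camera adjusted p = 0.00312, 2.17e-04 to 0.248 under other settings), and 4 of 19 rose and 0 fell (7 and 0 adjusted over the list alone). Among them were Ctss, a protease that trims class II complexes (0.82, adjusted p = 0.00308), and Ifi30, a thiol reductase of lysosomes (1.56, adjusted p = 0.00683). WT mouse 1-13M lay at 0.652 between the other WT mice (0) and the D257A mice (1) on that list. Macrophage markers had a mean of 0.52 (standard error 0.11, camera adjusted p = 2.28e-08, 2.04e-10 to 0.248 under other settings), and 8 of 19 rose and 0 fell (11 and 0 adjusted over the list alone). They included the lectin Lgals3 (1.32, adjusted p = 6.38e-04) and the immunoglobulin receptor Fcgr3 (1.00, adjusted p = 0.0021). For these 3 lists, every D257A mouse had a higher mean than every WT mouse (exact permutation p = 0.00794 for each, the smallest possible). Of mannose-binding lectins, 3 of 9 rose and 0 fell (4 and 1 adjusted over the list alone). Those that rose were Cd209d, Mrc1 and Clec4n, receptors of dendritic cells and macrophages, but the list's mean of 0.41 (standard error 0.24, camera adjusted p = 0.174, 0.00235 to 0.882 under other settings) did not pass, and was 0.18 without WT mouse 1-13M.
For each of the 20 lists past the threshold, the highest adjusted p over the other settings was that of camera with an estimated correlation. Only the branched-chain list passed there (adjusted p = 0.0111). By PAGE, the paper's method, 21 lists passed, but those of complexes II and III, ATP synthase and the proteasome did not. By fry, which tests whether a list's genes move one way on balance and does not compare them with other genes, 15 passed. Those called by camera but not by fry were the respiratory chain, complex I, ATP synthase, ribosome biogenesis, RNA splicing, matrix, atrophy and proteasome lists. Means per mouse differed for 17 of the 50 lists at an adjusted exact permutation p under 0.05. For 12 lists the genotypes did not overlap, which chance gives for 0.794% of lists.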

Comparison of 13-month old D257A mice with 13-month old WT mice revealed numerous gene set categories significantly changed in expression (Fig. 2A–C). D257A mice were associated with a dramatic downregulation of “Biological Process” gene sets associated with mitochondrial function, including *electron transport chain* (GO:0022900), *aerobic respiration* (GO:0009060), and *generation of precursor metabolites and energy* (GO:0006091) (Fig. 2A). 

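By camera, gene lists of the electron transport chain, of the TCA cycle and of fuel oxidation were lower in D257A mice. The 64 tested genes of the respiratory chain, which are complexes I to IV with cytochrome c and the electron-transferring flavoproteins, had a mean log2 fold change of -0.19 (standard error 0.07, camera adjusted p = 9.32e-09, 1.60e-21 to 0.479 under other settings). Of these, 14 fell, 0 rose and 50 did not pass the test (20 lower and 0 higher adjusted over the list alone). Uqcrc1, a core subunit of complex III, had a log2 fold change of -0.54 (standard error 0.09, adjusted p = 0.00429). Uqcrq, a small subunit of the same complex, had a log2 fold change of -0.53 (standard error 0.09, adjusted p = 0.00415).
Genes of aerobic respiration in the TCA cycle and pyruvate dehydrogenase complex had a mean of -0.26 (standard error 0.04, camera adjusted p = 9.01e-07, 1.63e-12 to 0.248 under other settings), and 4 of 21 fell and 0 rose (9 and 0 adjusted over the list alone). Dlat, which encodes the acetyltransferase of pyruvate dehydrogenase, fell (-0.57, adjusted p = 0.0186). The call ended for Dlat without D257A mouse 2-25M (adjusted p = 0.052) or WT mouse 1-12M (0.0548). All 21 tested members had a negative log2 fold change, past the test or not.
Genes that feed fatty acids, branched-chain amino acids and ketone bodies into this metabolism were also among those that fell. Fatty acid beta-oxidation genes had a mean of -0.47 (standard error 0.06, camera adjusted p = 2.11e-11, 1.36e-14 to 0.114 under other settings), and 11 of 16 fell and 0 rose (13 and 0 adjusted over the list alone). Acads and Acadvl, dehydrogenases of short-chain and very long-chain acyl-CoA, had log2 fold changes of -1.18 (adjusted p = 0.00198) and -0.74 (adjusted p = 0.00247). The carnitine carrier Slc25a20 also fell (-0.72, adjusted p = 0.00197). Genes of branched-chain amino acid and ketone body use had a mean of -0.64 (standard error 0.05, camera adjusted p = 5.16e-12, 5.69e-15 to 0.0111 under other settings), and 11 of 17 fell and 0 rose (14 and 0 adjusted over the list alone). Bdh1, a ketone body dehydrogenase, had a log2 fold change of -1.76 (standard error 0.14, adjusted p = 1.56e-05), at a scaled signal of 1357 ± 194 in D257A mice and 4589 ± 713 in WT mice (SD, n = 5 each). Ivd, of leucine breakdown, had a log2 fold change of -1.26 (standard error 0.13, adjusted p = 1.95e-04).
Every D257A mouse had a lower mean than every WT mouse on the TCA cycle, beta-oxidation and branched-chain lists (exact permutation p = 0.00794 for each). On the respiratory chain list the exact permutation p was 0.0476. There WT mouse 1-13M lay below every D257A mouse, at 1.16 on the line from the other WT mice (0) to the D257A mice (1). Without it the mean was -0.25 (exact permutation p = 0.00794). That mouse lay at 0.607 on the TCA cycle list, but at -0.33 on the beta-oxidation list and at -0.0956 on the branched-chain list. Besides camera with an estimated correlation, the respiratory chain list missed the threshold with fry (adjusted p = 0.0699).

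**Figure D1:**
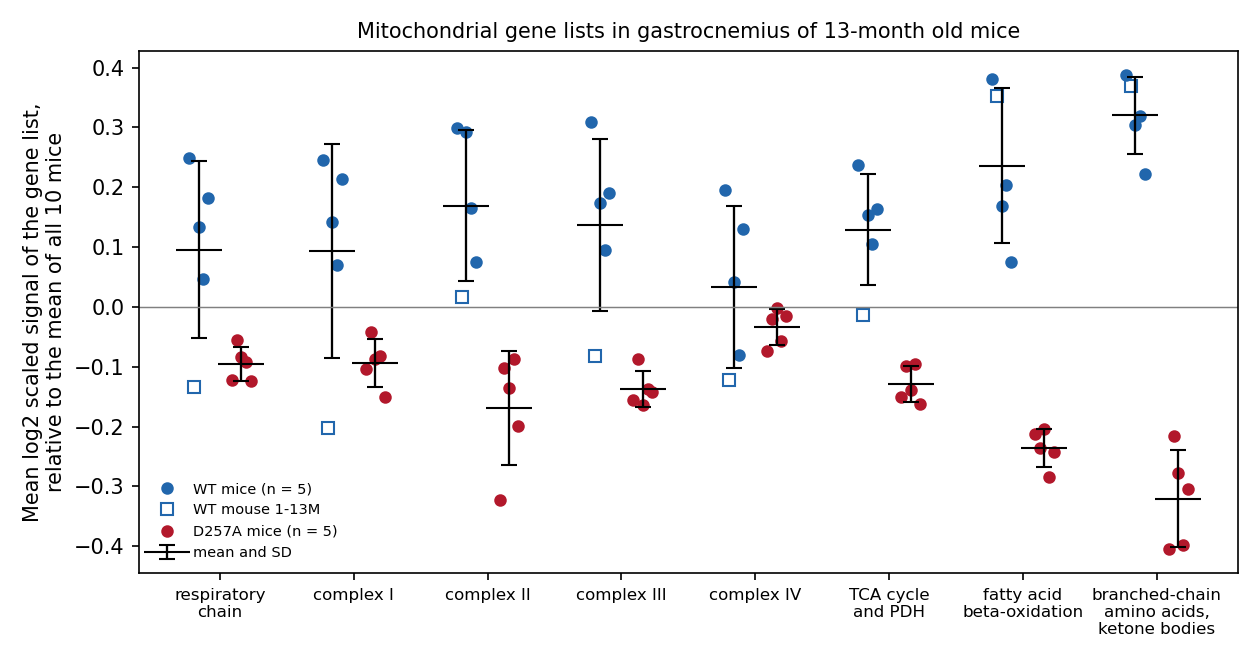
Mean log2 scaled signal of 8 gene lists in each of 5 WT and 5 D257A mice, relative to the mean of all 10 mice, with the mean and SD of each genotype; the open square is WT mouse 1-13M. The branched-chain list separates the genotypes with a difference of -0.64. On the respiratory chain list WT mouse 1-13M lies below every D257A mouse.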

Downregulation of “Molecular Function” gene sets was also associated with decreased mitochondrial function, including *oxidoreductase activity* (GO:0016491), *NADH dehydrogenase activity* (GO:0050662) and *cytochrome c oxidase activity* (GO:0004129) (Fig. 2B). 

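Among enzymes that pass electrons along the respiratory chain, the lists of NADH dehydrogenase (complex I) and succinate dehydrogenase (complex II) were lower in D257A mice by camera with the preset correlation, though most complex I genes did not pass. The list of cytochrome c oxidase (complex IV) did not pass the test. Complex I had a mean log2 fold change of -0.19 (standard error 0.08, camera adjusted p = 3.17e-05, 1.29e-12 to 0.577 under other settings), and 5 of 33 fell and 0 rose (10 and 0 adjusted over the list alone). Its NADH-binding subunit Ndufv1 had a log2 fold change of -0.38 (standard error 0.08, adjusted p = 0.0106). Complex II had a mean of -0.34 (standard error 0.07, camera adjusted p = 0.0103, 4.27e-04 to 0.285 under other settings), and 2 of 4 fell and 0 rose (2 and 0 adjusted over the list alone). Sdhb, its iron-sulfur subunit, fell (-0.42, adjusted p = 0.017), a call that ended without D257A mouse 2-17M (adjusted p = 0.0512) or WT mouse 2-3M (0.0506). Complex IV had a mean of -0.07 (standard error 0.06, camera adjusted p = 0.143, 2.13e-04 to 0.716 under other settings), and 1 of 14 fell and 0 rose (1 and 0 adjusted over the list alone). That mean was -0.03 without WT mouse 1-12M, -0.11 without WT mouse 1-13M and -0.04 without WT mouse 3-18M. The gene that fell was Cox7a1, the heart and muscle isoform of subunit 7a, with a log2 fold change of -0.66 (standard error 0.12, adjusted p = 0.00589) and a scaled signal of 11839 ± 1206 in D257A mice and 18866 ± 3092 in WT mice (SD, n = 5 each).
Other oxidoreductases went both ways. Of the antioxidant enzymes, 4 of 23 fell and 2 rose (5 and 4 adjusted over the list alone). Their mean of -0.05 (standard error 0.06, camera adjusted p = 0.697, 0.288 to 0.966 under other settings) turned positive among mice numbered 2 (0.02) and without WT mouse 1-13M (0.00). Catalase (Cat), which breaks down hydrogen peroxide, and Sod3, the extracellular superoxide dismutase, fell (-1.03, adjusted p = 0.00212, and -1.14, adjusted p = 0.00257). By RT-PCR in younger mice, the paper found no difference in Catalase mRNA between genotypes. Gpx3, a secreted glutathione peroxidase, rose (0.79, adjusted p = 0.00552).
Placed between the other WT mice (0) and the D257A mice (1), WT mouse 1-13M lay at 1.41 on the complex I list, where its mean was lower than that of every D257A mouse. It lay at 0.509 on the complex II list and at 1.84 on the complex IV list. The exact permutation p of the means per mouse was 0.0635 for complex I, 0.00794 for complex II and 0.333 for complex IV. The complex IV list passed under 4 of 24 alternatives: after quantile normalization, over the brightest probe sets, without scaling and without WT mouse 1-13M (adjusted p = 0.0172). Complex I missed the threshold with fry (adjusted p = 0.13) and complex II with PAGE (adjusted p = 0.16).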

In the broader “Cellular Component” gene set category, the gene sets *mitochondrion* (GO:0005739), *mitochondrial membrane* (GO:0031966) and *mitochondrial inner membrane* (GO:0005739) were downregulated (Fig. 2C). These observations suggest that there is a transcriptional program to reduce the expression of nuclear-encoded, mitochondrial transcripts in cells that carry functionally impaired mitochondria that result from the accumulation of mtDNA mutations.

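A broad list of nuclear-encoded mitochondrial genes was lower in D257A mice by camera. It leaves out some of these genes, such as Ckmt2. It shares others, such as Bdh1 and Acads, with the lists above, so it is not independent of them. The 223 tested nuclear-encoded mitochondrial genes had a mean log2 fold change of -0.19 (standard error 0.04, camera adjusted p = 3.68e-10, 2.95e-20 to 0.317 under other settings). Of these, 41 fell, 0 rose and 182 did not pass the test (60 lower and 2 higher adjusted over the list alone). Every D257A mouse had a lower mean than every WT mouse (exact permutation p = 0.00794), and WT mouse 1-13M lay at 0.741 between the other WT mice (0) and the D257A mice (1).
On the inner membrane, complex III had a mean of -0.27 (standard error 0.07, camera adjusted p = 2.33e-04, 7.63e-09 to 0.391 under other settings), and 4 of 9 fell and 0 rose (5 and 0 adjusted over the list alone). Uqcrc2, its second core subunit, fell (-0.33, adjusted p = 0.0274). ATP synthase had a mean of -0.11 (standard error 0.06, camera adjusted p = 0.0384, 1.39e-06 to 0.642 under other settings), and 1 of 16 fell and 0 rose (1 and 0 adjusted over the list alone). The gene was Atp5d, of the rotor of the enzyme (-0.34, adjusted p = 0.0245). Calls ended for Uqcrc2 without D257A mouse 2-17M, 2-21M, 2-25M or 2-30M or WT mouse 1-12M, 2-3M or 2-32M (adjusted p 0.0538 to 0.0694) and Atp5d without D257A mouse 2-17M, 2-25M or 2-30M or WT mouse 1-12M, 2-3M or 2-32M (adjusted p 0.0607 to 0.0701). The complex III list missed the threshold with PAGE (adjusted p = 0.0859). The ATP synthase list passed under 9 of 24 alternatives. Its call ended with each array centred on its median (adjusted p = 0.112), with no filter (0.0785), without the variance trend (0.108), with all probe sets of a gene averaged (0.164), with PAGE (0.502), with fry (0.229) and with the leading digit of the mouse number as a block (0.0735). It also ended without D257A mouse 2-17M, 2-25M, 2-27M or 2-30M or WT mouse 1-12M, 2-3M or 3-18M (adjusted p 0.0529 to 0.117). Without WT mouse 1-13M its mean was -0.17. WT mouse 1-13M lay at 0.832 on the complex III list and at 1.67 on the ATP synthase list.
Other mitochondrial lists did not pass. The mitochondrial ribosome had a mean of -0.07 (standard error 0.04, camera adjusted p = 0.133, 0.018 to 0.642 under other settings), and 4 of 74 fell and 0 rose (0 and 0 adjusted over the list alone). Among those that fell was Mrpl3 (-0.43, adjusted p = 0.0295), of its large subunit. Its call ended without D257A mouse 2-17M, 2-21M, 2-27M or 2-30M or WT mouse 2-3M or 2-32M (adjusted p 0.0526 to 0.0704). The list passed under 6 of 24 alternatives: after quantile normalization (adjusted p = 0.0334), over the brightest probe sets (0.0494), with array weights (0.0493), among mice numbered 2 (0.0212), with the leading digit of the mouse number as a block (0.018) and without WT mouse 1-13M (adjusted p = 0.0432). Mitochondrial protein import had a mean of -0.06 (standard error 0.03, camera adjusted p = 0.606, 0.229 to 0.762 under other settings). Of its 22 genes, none passed limma over all genes, 4 had an unadjusted p under 0.05, and 1 passed the methods' t-test. Mitochondrial chaperones and proteases had a mean of -0.07 (standard error 0.05, camera adjusted p = 0.354, 0.127 to 0.714 under other settings), which was -0.04 without WT mouse 1-13M and -0.12 without WT mouse 3-18M. Of these 13 genes, none passed limma over all genes, 1 had an unadjusted p under 0.05, and 1 passed the methods' t-test. Adjusted over either list alone, no gene passed. Genes of the peroxisome, which Fig. 2C also shows, had a mean of -0.17 (standard error 0.02, camera adjusted p = 0.0646, 0.00246 to 0.248 under other settings), and 2 of 19 fell and 0 rose (2 and 0 adjusted over the list alone). They were Cat and Abcd3, a transporter of its membrane (-0.51, adjusted p = 0.00573). Every D257A mouse had a lower mean on the peroxisome list than every WT mouse (exact permutation p = 0.00794). The peroxisome list passed under 6 of 24 alternatives: after quantile normalization, over the brightest probe sets, by fry, with all probe sets of a gene averaged and without D257A mouse 2-25M (adjusted p = 0.0408) or WT mouse 1-12M (0.0346).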

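Transcription regulators of mitochondrial genes were lower in part. Ppara, a nuclear receptor that induces genes of fatty acid oxidation, had a log2 fold change of -0.94 (standard error 0.16, adjusted p = 0.00339). Its scaled signal was 397 ± 45.3 in D257A mice and 768 ± 169 in WT mice (SD, n = 5 each). Ppargc1b, a coactivator of mitochondrial biogenesis, had a log2 fold change of -0.91 (standard error 0.22, adjusted p = 0.0248), a call that ended without D257A mouse 2-25M or WT mouse 1-12M, 2-3M or 2-32M (adjusted p 0.0534 to 0.0712). Of such regulators, 2 of 10 fell and 0 rose (4 and 0 adjusted over the list alone). The list's mean log2 fold change of -0.27 (standard error 0.04, camera adjusted p = 0.121, 0.00257 to 0.367 under other settings) did not pass camera, but passed under 3 of 24 alternatives: over the brightest probe sets (adjusted p = 0.022), among mice numbered 2 (0.0468) and by fry (0.00257). Every D257A mouse had a lower mean on it than every WT mouse (exact permutation p = 0.00794).
Genes that copy and express mtDNA showed no change past the test. Their mean was -0.02 (standard error 0.06, camera adjusted p = 0.606, 0.16 to 0.969 under other settings). It turned positive with each array centred on its median (0.02), with array weights (0.01) and without WT mouse 1-13M (0.02). Of the 18 genes none passed limma over all genes or over the list alone. At an unadjusted p under 0.05, 5 of them differed, and 0 passed an equal-variance test on log2 signals after adjustment. Polg, which carries the mutation, had a log2 fold change of 0.09 (standard error 0.16, adjusted p = 0.768). Its value was -0.03 without WT mouse 3-18M. Of the transcripts encoded by mtDNA, only ND5 was tested here, with a log2 fold change of 0.12 (standard error 0.10, adjusted p = 0.517). It was chosen as the list's only tested member.
From the lower expression of the mitochondrial gene sets, the paper proposes that cells with impaired mitochondria reduce nuclear-encoded mitochondrial transcripts through a transcriptional program.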

**Figure 2:**
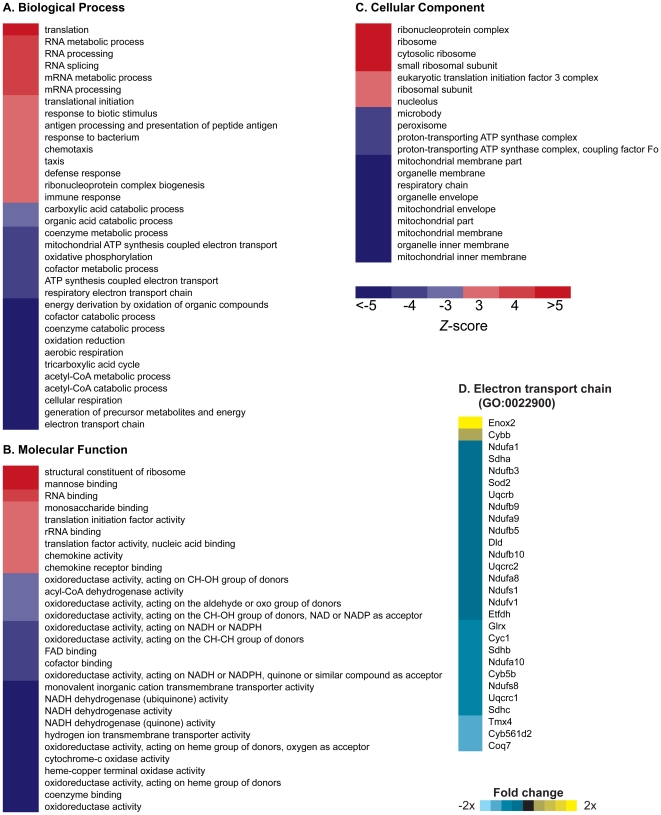
Parametric Analysis of Gene Set Enrichment identifies Gene Ontology (GO) terms changed in gastrocnemius muscle of 13-month old D257A mice as compared to 13-month old WT mice. (A, B, C) Terms shown are those significantly changed (*p*<0.01, FDR<0.01). Red indicates a GO term that was induced by mtDNA mutations (*Z*-score>0); blue indicates GO terms that were suppressed by mtDNA mutations (*Z*-score<0). n = 5 mice per group. (D) Genes listed within the GO term “electron transport chain” (*Z*-score = −8.89; p<0.0001) whose expression level significantly (p<0.01) increased (yellow) or decreased (blue) in D257A mice.

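Of the 26 genes that Fig. 2D shows as decreased, 25 had a negative log2 fold change and 13 fell at an adjusted p under 0.05 (21 adjusted over the list alone). At an unadjusted p under 0.01, the threshold of the figure, 19 fell. The median of the 26 was -0.38. Tmx4, a thioredoxin-related membrane protein, had a log2 fold change of -0.68 (standard error 0.12, adjusted p = 0.0045). Cyb561d2, a cytochrome b561 protein, had a log2 fold change of -0.80 (standard error 0.22, adjusted p = 0.0401). Others that fell were the outer membrane cytochrome Cyb5b (-0.48, adjusted p = 0.0324), Etfdh, which passes electrons to ubiquinone (-0.38, adjusted p = 0.0191), and the complex I subunits Ndufa10 (-0.44, adjusted p = 0.0179) and Ndufs1 (-0.38, adjusted p = 0.0364). The figure's genes were chosen on these arrays, so the count is not independent evidence of their direction. Calls ended for Cyb561d2 without D257A mouse 2-17M, 2-25M or 2-30M or WT mouse 1-12M, 1-13M, 2-3M or 3-18M (adjusted p 0.0515 to 0.0989), Cyb5b without D257A mouse 2-17M, 2-25M or 2-30M or WT mouse 1-12M, 2-3M or 2-32M (adjusted p 0.0732 to 0.0877), Etfdh without D257A mouse 2-25M (adjusted p = 0.0514) or WT mouse 1-12M (0.056), Ndufa10 without D257A mouse 2-25M (adjusted p = 0.0541), WT mouse 1-12M (0.053) or WT mouse 2-3M (0.0558) and Ndufs1 without D257A mouse 2-17M, 2-21M, 2-25M, 2-27M or 2-30M or WT mouse 1-12M, 2-3M, 2-32M or 3-18M (adjusted p 0.0552 to 0.0951).
Of the others shown as decreased, 8 missed the adjusted threshold with all mice but passed it with array weights and when WT mouse 1-13M was left out, and 6 of these had an unadjusted p under 0.01 with all mice. They were Coq7 (-0.81, adjusted p = 0.0562, and 9.18e-05 without that mouse), Dld (-0.33, adjusted p = 0.0638, and 0.0102 without that mouse), Ndufa8 (-0.34, adjusted p = 0.0513, and 0.00205 without that mouse), Ndufb5 (-0.31, adjusted p = 0.0592, and 0.00591 without that mouse), Ndufb9 (-0.25, adjusted p = 0.102, and 0.0126 without that mouse), Ndufb10 (-0.32, adjusted p = 0.151, and 0.00128 without that mouse), Ndufa9 (-0.26, adjusted p = 0.0715, and 0.0119 without that mouse) and Glrx (-0.41, adjusted p = 0.0526, and 0.0327 without that mouse). Coq7 makes ubiquinone, and Dld is the lipoamide dehydrogenase that pyruvate dehydrogenase shares with other complexes. Sdha (-0.15, adjusted p = 0.221), Sod2 (-0.20, adjusted p = 0.246), Ndufb3 (-0.16, adjusted p = 0.373) and Ndufa1 (-0.13, adjusted p = 0.463) passed the adjusted threshold neither with nor without that mouse, though Sdha did after quantile normalization. Uqcrb had a value of 0.00 (adjusted p = 0.984). It was negative without the scaling, after quantile normalization, with array weights and without D257A mouse 2-30M or WT mouse 1-13M, 2-3M or 2-32M (-0.09 to 0.00).
Of the 2 genes shown as increased, the oxidase Enox2 rose, with a log2 fold change of 1.33 (standard error 0.14, adjusted p = 1.72e-04) and a scaled signal of 2143 ± 269.7 in D257A mice and 856 ± 130.3 in WT mice (SD, n = 5 each). The other, Cybb, a subunit of the phagocyte NADPH oxidase, had a log2 fold change of 0.49 (standard error 0.14, adjusted p = 0.0515), and passed under several alternatives, without WT mouse 1-13M (adjusted p = 0.0439) among them. Both passed adjusted over the list alone.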

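Genes of the cytosolic ribosome were higher in D257A mice. The 43 tested ribosomal protein genes had a mean log2 fold change of 0.37 (standard error 0.03, camera adjusted p = 6.44e-27, 1.14e-30 to 0.0606 under other settings). Of these, 34 rose, 0 fell and 9 did not pass the test (37 higher and 1 lower adjusted over the list alone). Rpl35, of the large subunit, had a log2 fold change of 0.63 (standard error 0.08, adjusted p = 6.89e-04), at a scaled signal of 28355 ± 2077 in D257A mice and 18338 ± 1400.2 in WT mice (SD, n = 5 each). Rps19, of the small subunit, had a log2 fold change of 0.67 (standard error 0.09, adjusted p = 0.00126). Every D257A mouse had a higher mean than every WT mouse (exact permutation p = 0.00794). WT mouse 1-13M lay with the other WT mice, at 0.116 on the line from them (0) to the D257A mice (1).
By camera, lists of genes that load messenger RNA onto the ribosome, make ribosomes or splice RNA were also higher, but few of their genes passed. Translation initiation factors had a mean of 0.18 (standard error 0.05, camera adjusted p = 3.17e-05, 8.03e-07 to 0.248 under other settings), and 4 of 29 rose and 0 fell (10 and 0 adjusted over the list alone). Eif3h, of the initiation factor that binds the small subunit (0.45, adjusted p = 0.00388), and Eif4g3, a scaffold of the cap-binding complex (0.74, adjusted p = 0.00987), were among them. Ribosome biogenesis genes had a mean of 0.19 (standard error 0.12, camera adjusted p = 0.00249, 1.36e-06 to 0.577 under other settings), and 1 of 35 rose and 0 fell (1 and 0 adjusted over the list alone). The gene was the nucleolar protein Npm1, with a log2 fold change of 0.54 (standard error 0.10, adjusted p = 0.00505). RNA splicing genes had a mean of 0.11 (standard error 0.05, camera adjusted p = 0.0188, 7.82e-04 to 0.472 under other settings), and 3 of 51 rose and 0 fell (3 and 0 adjusted over the list alone). Prpf19 was among those that rose (0.40, adjusted p = 0.0251), but another probe set of it passed the test in the opposite direction. Ddx39b, a helicase of splicing and RNA export, rose (0.41, adjusted p = 0.0187), a call that ended without D257A mouse 2-17M (adjusted p = 0.0534) or WT mouse 1-12M (0.0507). WT mouse 1-13M lay with or beyond the D257A mice on these lists, at 1.02, 1.79 and 1.57. The exact permutation p of the means per mouse was 0.0317, 0.151 and 0.0476, and without that mouse it was 0.00794 for each. The call of RNA splicing ended without WT mouse 1-12M (adjusted p = 0.0532), after quantile normalization (adjusted p = 0.0728) and with fry (0.13), and that of ribosome biogenesis with fry (0.229). Without WT mouse 1-13M the mean of ribosome biogenesis was 0.30.

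**Figure D2:**
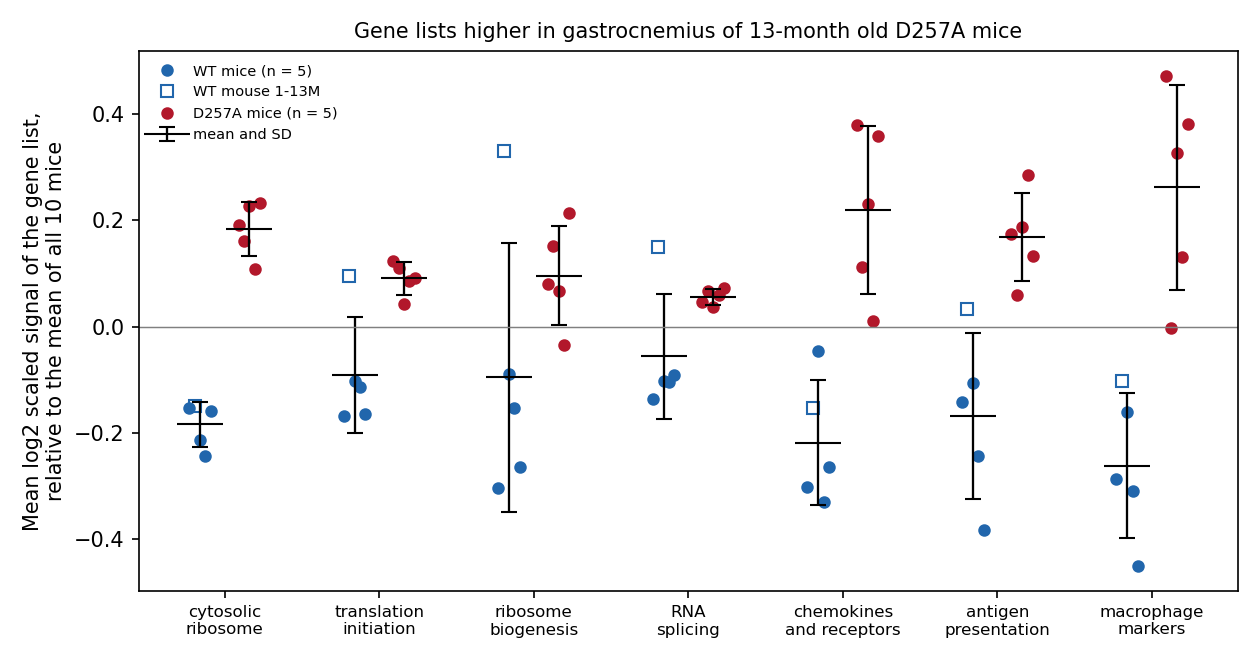
Mean log2 scaled signal of 7 gene lists in each of 5 WT and 5 D257A mice, relative to the mean of all 10 mice, with the mean and SD of each genotype; the open square is WT mouse 1-13M. The cytosolic ribosome list separates the genotypes with a difference of 0.37, and on the ribosome biogenesis list WT mouse 1-13M lies above every D257A mouse.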

Interestingly, gene sets associated with ribosomes or RNA synthesis were the only category of gene sets upregulated in D257A mice. Possibly, impaired bioenergetics in these animals is associated with alterations in protein synthesis and a resulting attempt to increase protein synthesis through overexpression of ribosomal/translation-related genes. 

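Genes of mitochondrial apoptosis showed no change past the test in D257A mice. Bak1, which encodes a protein that permeabilizes the outer mitochondrial membrane, had a log2 fold change of -0.06 (standard error 0.21, adjusted p = 0.89). Its scaled signal was 241 ± 54.7 in D257A mice and 255 ± 79.5 in WT mice (SD, 5 mice each). The log2 fold change was positive among mice numbered 2 (0.17), with array weights (0.04) and without D257A mouse 2-30M (0.01) or WT mouse 1-13M (0.11). Bax, its relative, was not analysed here. Genes that promote intrinsic apoptosis had a mean of -0.10 (standard error 0.07, camera adjusted p = 0.412, 0.0643 to 0.752 under other settings), which turned positive with no filter. Of these 15 genes, none passed limma over all genes, 6 had an unadjusted p under 0.05, and 1 passed the methods' t-test. Adjusted over the list alone, 0 rose and 0 fell. WT mouse 1-13M lay at -1.12 on this list, away from the D257A mice (1) as seen from the other WT mice (0).
Inhibitors of apoptosis had a mean of -0.09 (standard error 0.03, camera adjusted p = 0.5, 0.13 to 0.697 under other settings). Of these 11 genes, none passed limma over all genes, 2 had an unadjusted p under 0.05, and 0 passed the methods' t-test. Adjusted over the list alone, 1 fell. Genes of the death receptor pathway had a mean of 0.02 (standard error 0.09, camera adjusted p = 0.76, 0.379 to 0.96 under other settings), which turned negative without the scaling, with all probe sets tested or averaged per gene, and without WT mouse 2-32M (-0.02) or 3-18M (-0.04). Of these 9 genes, none passed limma over all genes, 3 had an unadjusted p under 0.05, and 0 passed the methods' t-test. Adjusted over the list alone, 2 rose and 1 fell. DNA damage response and repair genes had a mean of -0.11 (standard error 0.03, camera adjusted p = 0.384, 0.197 to 0.96 under other settings), and 1 of 37 rose and 1 fell (1 and 1 adjusted over the list alone). The means per mouse on this list were lower in D257A mice (exact permutation p = 0.0159, and 0.0467 adjusted over the lists). The replication protein Rpa1 had a log2 fold change of 0.51 (standard error 0.10, adjusted p = 0.00784). Trp53bp1, which marks double-strand breaks, fell to a scaled signal of 709 ± 206 from 1386 ± 235 in WT mice (SD, 5 mice each; adjusted p = 0.00987).
Targets of p53 went both ways. Of them, 3 of 23 rose and 1 fell (3 and 1 adjusted over the list alone). The list's mean of 0.26 (standard error 0.11, camera adjusted p = 0.174, 0.00214 to 0.472 under other settings) did not pass camera but passed by PAGE (Z = 3.43, adjusted p = 0.00214). Sesn1, a stress-induced regulator of growth signalling, had a log2 fold change of 2.15 (standard error 0.50, adjusted p = 0.0199). The exonuclease Aen, whose gene lies near Polg, rose (0.58, adjusted p = 0.0101) and Phlda3, which restrains Akt signalling, fell (-0.51, adjusted p = 0.0281). Calls ended for Sesn1 without D257A mouse 2-17M or 2-30M or WT mouse 1-12M, 2-3M or 2-32M (adjusted p 0.0507 to 0.0591) and Phlda3 without D257A mouse 2-17M or 2-25M or WT mouse 1-12M, 2-3M or 2-32M (adjusted p 0.0569 to 0.0773). WT mouse 1-13M lay at 1.24 on the p53 list, beyond the D257A mice (1) as seen from the other WT mice (0). The exact permutation p was 0.0556 with it and 0.0159 without it.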

Remarkably, no gene sets associated with apoptosis or DNA damage were induced, suggesting that apoptosis in D257A mice may be an intrinsic mitochondrial process that occurs in the absence of transcriptional induction of classical modulators of mitochondrial apoptosis in response to DNA damage, such as Bak and Bax [24]. This observation is in stark contrast with our previous DNA microarray analysis of skeletal muscle of aged WT animals, which is associated with a marked induction of genes associated with a p53-mediated apoptotic response [25].

At the individual gene expression level, 97 genes were significantly changed in expression in the 13-month old WT vs D257A comparison (*p*<0.05, FDR <0.05). 

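Of the 22518 probe sets tested, 1662 changed at an adjusted p under 0.05, of which 819 were higher and 843 lower in D257A mice. Without the scaling of the arrays the split was 356 higher and 856 lower. Sarcolipin (Sln), an inhibitor of the calcium pump of muscle, rose from a scaled signal of 438 ± 149 in WT mice to 3949 ± 1322 in D257A mice (SD, n = 5 each), with a log2 fold change of 3.16 (standard error 0.25, adjusted p = 1.95e-05). Hddc3, a hydrolase gene that lies near Polg, had a log2 fold change of 3.32 (standard error 0.17, adjusted p = 3.32e-07), but another probe set of it did not pass (0.18, adjusted p = 0.741). Further large rises without overlap of the genotypes were those of Aacs, which activates acetoacetate (2.87, adjusted p = 1.56e-05), Depp1, a target of FoxO factors (2.36, adjusted p = 0.00497), and Mybph, a myosin-binding protein (2.07, adjusted p = 0.00482). The same holds for the lipid transporter Abca4 (2.61, adjusted p = 0.0242) and the membrane protein Fam174b, whose gene also lies near Polg (2.34, adjusted p = 4.16e-05). It holds too for the potassium channel Kcnf1 (1.85, adjusted p = 0.00294) and Igfbp3, which binds insulin-like growth factors (1.49, adjusted p = 6.21e-04). These are values of the brightest probe sets, and other genes rose more than Kcnf1 and Igfbp3. Among them were Qprt (2.04, adjusted p = 0.00866), Arrdc4 (2.01, adjusted p = 9.45e-05) and Hn1 (1.96, adjusted p = 2.16e-05). The call ended for Abca4 without D257A mouse 2-17M (adjusted p = 0.0705), D257A mouse 2-30M (0.0507) or WT mouse 1-12M (0.0558).
Among the largest falls, Col1a2, of type I collagen, had a log2 fold change of -2.41 (standard error 0.35, adjusted p = 0.00163). Pi16, a secreted protease inhibitor, had a log2 fold change of -2.40 (standard error 0.31, adjusted p = 8.10e-04). Alpk3, a kinase of cardiac and skeletal muscle whose gene also lies near Polg, had a log2 fold change of -2.08 (standard error 0.14, adjusted p = 4.71e-06). A transcript of the immunoglobulin heavy chain fell (-2.01, adjusted p = 8.42e-04), while the brightest probe set of Ighm did not pass (0.55, adjusted p = 0.355). Large falls were also those of 1700001O22Rik (-1.99, adjusted p = 0.00426), the adhesion protein Flrt1 (-1.93, adjusted p = 0.0174) and Junos, a transcript opposite to Jun (-1.93, adjusted p = 9.41e-04). Slc25a29 and Pip5k1a, of amino acid transport and lipid signalling, each had a probe set among the largest falls, but their brightest probe sets had smaller values (-0.68, adjusted p = 0.0106, and -0.49, adjusted p = 0.129).
A fold change over 2 was reached by 147 of the higher and 189 of the lower probe sets. Unadjusted p-values under 0.05 were found for 5310 probe sets. The count past the test was 898 without D257A mouse 2-17M, 983 without 2-25M and 1096 without 2-30M. It was 890 without WT mouse 1-12M, 956 without 2-3M, 979 without 2-32M and 3428 without 1-13M. With the leading figure of the mouse number as a block it was 562.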

Mitochondrial Creatine Kinase 2 (*Ckmt2*) was the most significantly altered mitochondrial function transcript (fold change  = 1.7, *p* = 10^−7^, FDR  = 0.004) (Table S1). 

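Ckmt2, which encodes the sarcomeric creatine kinase of mitochondria, was lower in D257A mice. Its scaled signal was 24888 ± 1718 in D257A mice and 40556 ± 6229 in WT mice (SD, n = 5 each), with a log2 fold change of -0.69 (standard error 0.10, adjusted p = 0.00205). This is a fold change of 1.62 of WT over D257A. The D257A mice lay between 22131 and 26794. The WT mice lay between 31510.2, in mouse 1-13M, and 46881, so the genotypes did not overlap (exact permutation p = 0.00794). Of the 223 nuclear-encoded mitochondrial genes tested, a list that does not hold Ckmt2, 4 had a smaller p and all of them were lower. They were Bdh1, Ivd, Acads and Slc25a20.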

Interestingly, comparison between 3-month old WT and 3-month old D257A mice under the same statistical parameters (including same FDR stringency) revealed no significant changes in gene expression either at the individual gene, or PAGE analysis. Thus, changes in gene expression due to the D257A mutation in skeletal muscle develop later in life in D257A mice, possibly as a consequence of progressive mtDNA mutation accumulation and associated mitochondrial dysfunction.

### D257A mice display decreased content and gene expression of ETC Complexes I, III, and IV

We measured the content of ETC complexes I, II, III, IV and the F1 domain of ATPase in 11-mo old WT and D257A skeletal muscle using blue native PAGE (Fig. 3). We found that the total content of complexes I (WT: 40050±2281 vs. D257A: 26100±2724 arbitrary units, p = 0.002, −35%), III (WT: 50970±3673 vs. D257A: 31960±4925 arbitrary units, p = 0.0093, −37%), and IV (WT: 50900±4782 vs. D257A: 25460±5532 arbitrary units, p = 0.0046, −50%), all of which contain subunits encoded by mtDNA, were profoundly reduced in D257A mice (Fig. 3A, 3B). In contrast, the content of complex II (WT: 20710±4079 vs. D257A: 28610±7051 arbitrary units, p = 0.3513) and ATPase F1 (WT: 19760±2831 vs. D257A: 18330±747.9 arbitrary units, p = 0.64), both of which contain only nuclear-encoded subunits, was not different between genotypes (Fig. 3A, 3B). This observation reinforces the idea that the accumulation of mtDNA point mutations directly affects the assembly of complexes that are partly mitochondrial-encoded [26], while strictly nuclear-encoded mitochondrial complexes appear unaffected.

**Figure 3:**
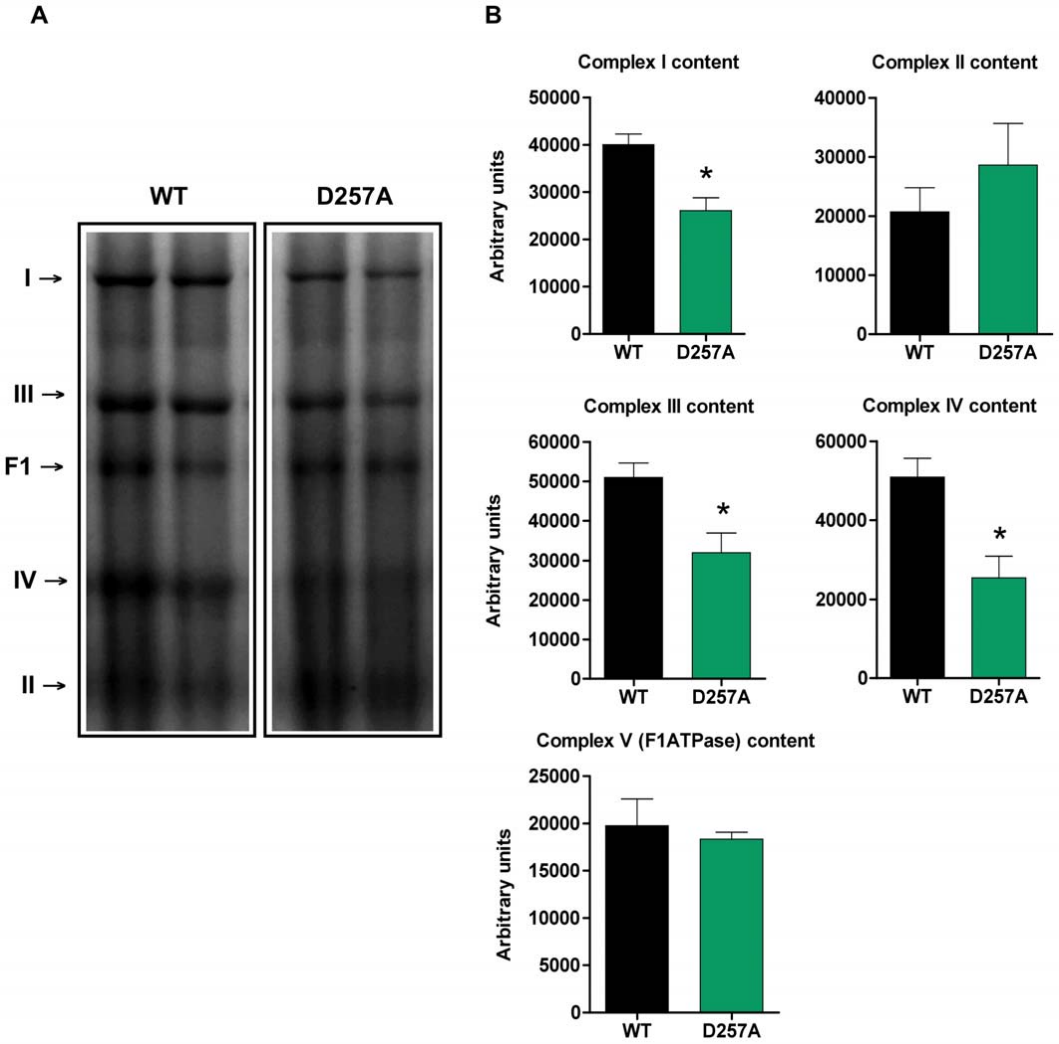
D257A mice display decreased content of ETC Complexes I, III and IV compared to WT. (A) The total content of ETC complexes I, II, III, IV and the F1 domain of the ATPase from skeletal muscle of 11-mo old WT and D257A mice (n = 7 per group) was determined using Blue Native PAGE electrophoresis followed by staining with commassie blue stain. Proteins were separated according to molecular weight. Representative blots are depicted. (B) Statistical analysis of ETC complexes content. Arbitrary units represent densitometry values normalized to total protein loaded measured by the Bradford assay. Mean values ±SEM are shown. *p<0.01.

We also measured relative mRNA levels of nuclear encoded genes of the ETC complexes I, III, and IV in 13-mo old WT and D257A skeletal muscle by quantitative RT-PCR (Fig. 4). We found that the mean relative mRNA expression of *Ndufs1 (complex I), Ndufv1 (complex I), Uqcrc1 (complex III), Cox6a2 (complex IV)*, and *Cox7a1 (complex IV)* in the skeletal muscle of D257A mice was significantly lower than that of WT mice (Fig. 4). These measurements are in agreement with the general finding of reduced expression of gene sets encoding mitochondrial proteins.

**Figure 4:**
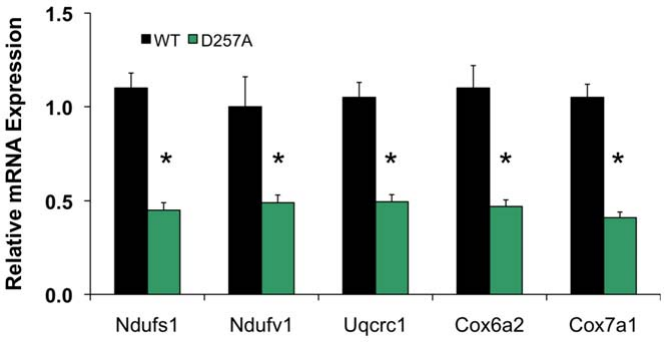
D257A mice display decreased mRNA expression of nuclear genes encoding components of ETC Complexes I, III and IV. Relative mRNA expression of genes encoding components of the ETC complexes I, III and IV, including *Ndufs1, Ndufv1, Uqcrc1, Cox6a2*, and *Cox7a1* was measured in the skeletal muscle from WT and D257A mice at 13 months of age by quantative RT-PCR (n = 5 per group). Mean values ±SEM are shown. *p<0.05.

### ETC complexes specific activities are unaffected in D257A mice

The absolute activities of complexes I and IV (partly mtDNA-encoded) appeared to be greatly reduced in the mutant mice (Fig. 5A) whereas for the all-nuclear-encoded complex II, and ATPase F1 domain, we observed no apparent differences between genotypes (Fig. 5A). When we normalized the activity for each sample to the respective respiratory complex content (specific activity), however, we observed no significant differences between WT and D257A mice for all complexes evaluated (Fig. 5B): Complex I (WT: 314.50±13.56 arbitrary units vs. D257A: 349.10±28.80, p = 0.29), complex II (WT: 313±118.90 vs. D257A: 163.80±26.30, p = 0.26), complex IV (WT: 364.70±19.60 vs. D257A: 440±100.50, p = 0.49), F1 domain of ATPase (WT: 435.10±96.50 vs. D257A: 384.30±18, p = 0.62). We note that large variability in the specific activity in some animal groups (see WT group analysis of complex II activity) may have affected our ability to detect significant changes.

**Figure 5:**
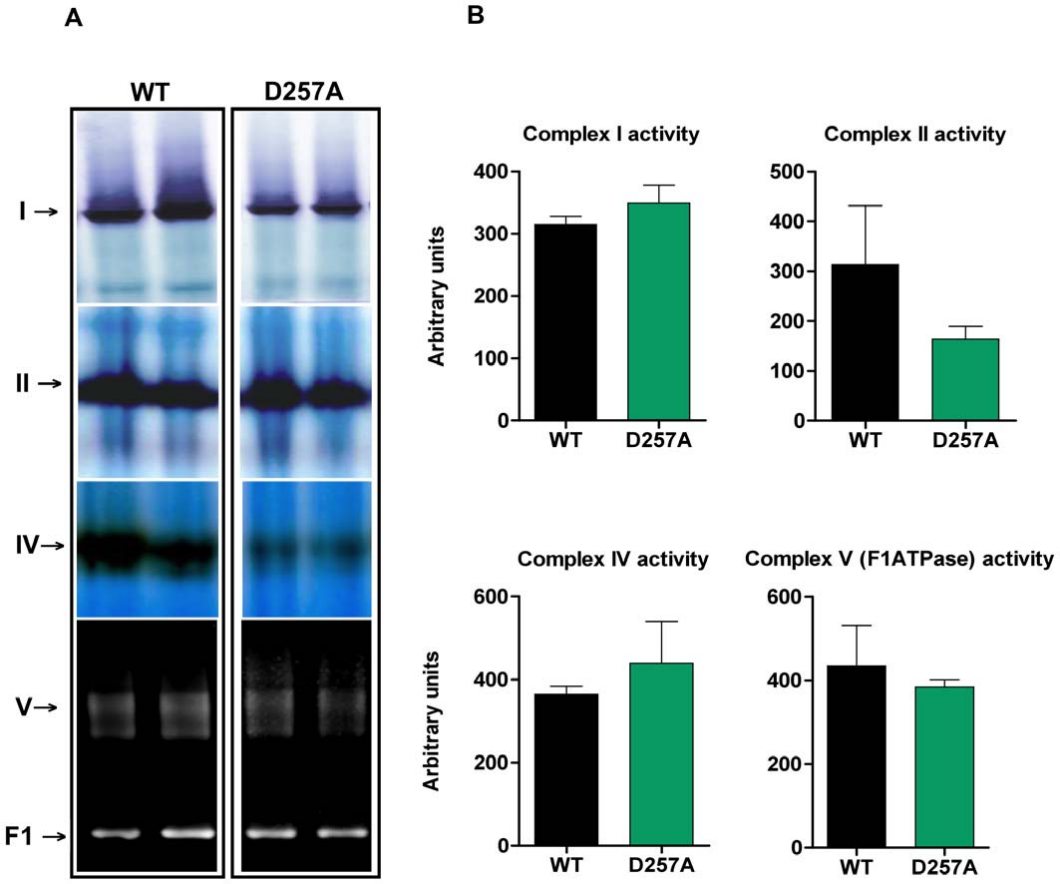
No differences between WT and D257A mice in ETC complexes I, II, IV and F1-ATPase specific activity. (A) The activity of ETC complexes I, II, IV and the F1 domain of the ATPase, in skeletal muscle of 11-mo old WT and D257A mice (n = 7 per group), was determined using Blue Native PAGE, followed by enzymatic colorimetric reactions performed on the gels. Representative blots are depicted. (B) Statistical analysis of ETC complexes specific activity. Arbitrary units represent activity densitometry values normalized to respective content densitometry values for each sample. No statistically significant differences were observed. Mean values ±SEM are shown.

### D257A mice show decreased content of both nuclear-encoded and mitochondrial-encoded ETC subunits and total mitochondrial protein

In addition to measuring the content of fully assembled and enzymatically active ETC complexes, we further determined the content of selected individual subunits from each complex by Western blotting experiments. We evaluated the subunits NDUFA9 and NDUFS3 from complex I, both of which are nuclear-encoded (Fig. 6A). We also evaluated two nuclear-encoded subunits from complex III, 29 kDa and 48 kDa (Fig. 6A). Lastly, we evaluated the mitochondrial-encoded COX1 subunit from complex IV, which is a part of the active redox center of this complex, and is essential for catalysis (Fig. 6A). We observed a significant down-regulation of protein expression in the D257A mice compared to WT for all subunits evaluated, whether nuclear- or mitochondrial-encoded (NDUFA9-WT: 1.47±0.14 arbitrary units vs. D257A: 0.36±0.02, p<0.0001), (NDUFS3-WT: 3.80±0.20 vs. D257A: 3.10±0.20, p = 0.03) (Complex III 48 kDa-WT: 2.05±0.13 vs. D257A: 1.20±0.07, p<0.0001) (COX1-WT: 1.44±0.12 vs. D257A: 0.53±0.05, p<0.0001), with the exception of the 29 kDa subunit of complex III, which only tended to decrease (WT: 0.60±0.06 vs. D257A: 0.47±0.04, p = 0.07) (Fig. 6B).

**Figure 6:**
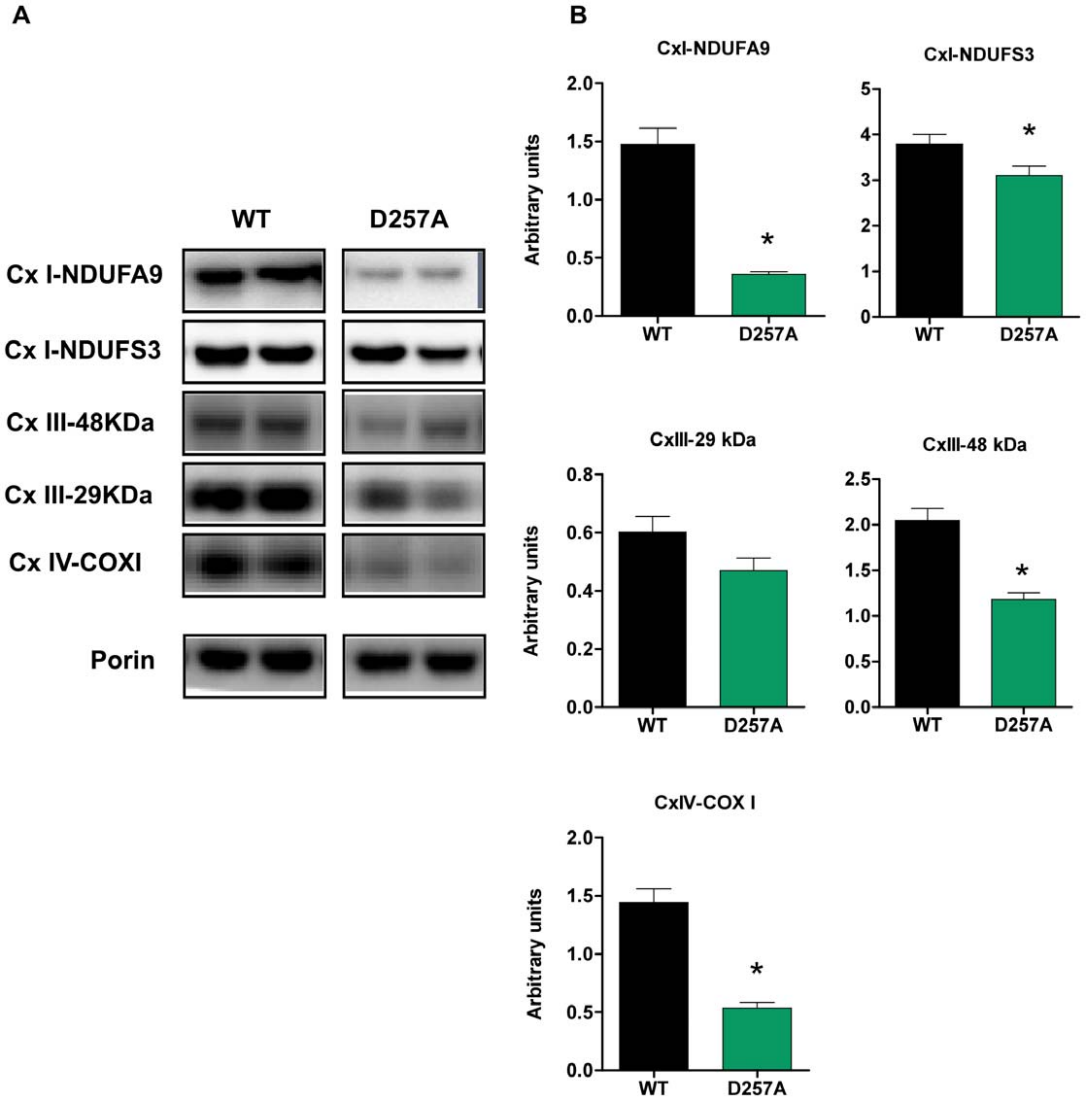
D257A mice show decreased protein expression of both nuclear-encoded and mitochondrial-encoded ETC subunits. (A) The content of selected nuclear-encoded (NDUFA9 and NDUFS3 subunits of Cx I, 29 kDa and 48 kDa subunits of Cx III), and mitochondrial-encoded subunits (COX I subunit of Cx IV) in skeletal muscle extracts of 11-mo old WT and D257A mice (n = 11 per group) were evaluated by Western Blotting. Representative blots are depicted. (B) Statistical analysis of ETC subunits protein expression. Arbitrary units represent densitometry values normalized to porin. Mean values ±SEM are shown. *p<0.05. Cx: complex.

In addition, we compared the mitochondrial protein yield in skeletal muscle of 11-mo and 13-mo old WT mice and D257A mice using a standard Bradford assay. At 11 months of age, we observed a significant reduction (−35%) in mitochondrial protein yield of D257A muscle (WT: 4±0.14 vs. D257A: 2.60±0.06 mg of mitochondrial protein/gram of muscle tissue, p = 0.0044). Additionally, we found that as the mutant mice approach their mean lifespan of ∼14-mo, mitochondrial protein yield is even more drastically reduced; by 13-mo of age we detected a 45% decrease compared to WT (WT: 4.30±0.14 vs. D257A: 2.35±0.20 mg of mitochondrial protein/gram of muscle tissue, p<0.0001), suggesting that mitochondria are progressively eliminated in skeletal muscle of D257A mice.

### Mitochondrial bioenergetics is impaired in D257A mice

At 11 months, O_2_ consumption during state 4, the resting state of the mitochondria, did not differ between genotypes (WT: 12.70±1.30 vs. D257A:11.90±0.95 nmol O_2_/min/mg protein, p = 0.31) (Fig. 7A). This was not unexpected because O_2_ consumption during this state is usually minimal. During the phosphorylative state of the mitochondria, state 3 respiration, mutant mitochondria displayed a marked decrease (−43%) in oxygen consumption (WT: 68.40±5.10 vs. D257A: 39±5.80 nmol O_2_/min/mg protein, p = 0.0006) (Fig. 7A), which also led to a significantly lower respiratory control ratio (RCR: −43%) (Fig. 7A) (WT: 5.70±0.49 vs. D257A: 3.27±0.39, p = 0.0005). The RCR is used as an index of mitochondrial coupling and metabolic activity. In the case of D257A mitochondria, the significant decrease in RCR with unaltered state 4 respiration denotes a low metabolic activity due to the defects within the ETC complexes (the reduced content) that lead to overall lower oxidative capacity.

**Figure 7:**
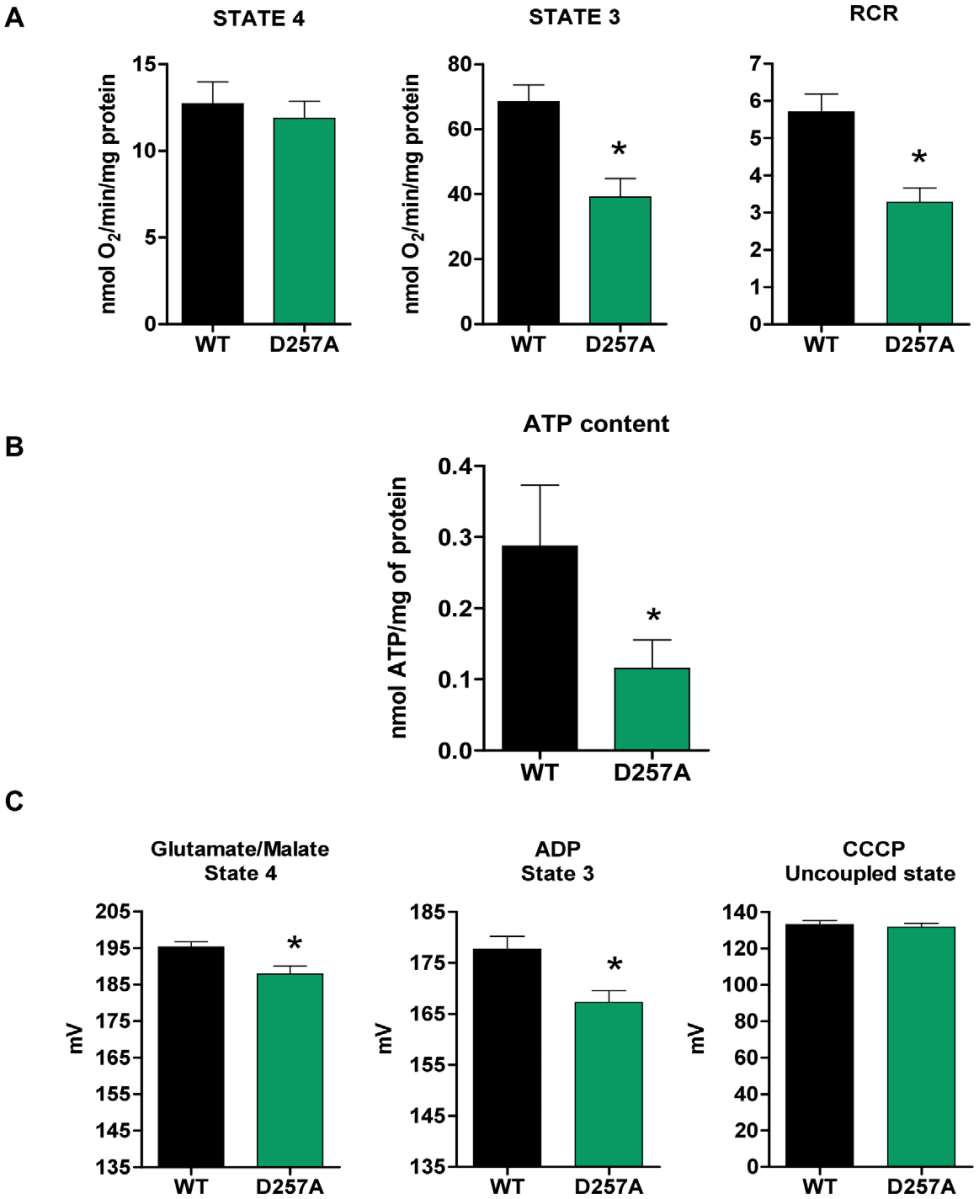
Mitochondrial bioenergetics is compromised in D257A skeletal muscle leading to a drop in mitochondrial Δψ_m_. (A) We determined the effects of mtDNA mutations on O_2_ consumption of skeletal muscle mitochondria obtained from 11-mo old WT and D257A mice (n = 11 per group). Oxygen consumption was measured during state 4 (non-phosphorylative state) with pyruvate/malate as substrate, and during state 3 (phosphorylative state) with the addition of ADP. The respiratory control ratio (RCR), an index of mitochondrial coupling and metabolic activity, was calculated by dividing state 3 by state 4 respiration values. Mean values ±SEM are shown. *p<0.001. (B) We evaluated ATP content in skeletal muscle mitochondria of 11-mo old WT (n = 11) and D257A (n = 8) mice using a luciferin-luciferase based bioluminescence assay. Mean values ±SEM are shown. *p<0.05. (C) Changes in Δψ_m_ were followed qualitatively by monitoring the fluorescence of TMRM that accumulates in energized mitochondria of 13-mo old WT and D257A mice (n = 6 per group). Δψ_m_ was measured during both state 4 (non-phosphorylative state) with glutamate/malate as substrate and during state 3 (phosphorylative state) with the addition of ADP. Measurement of Δψ_m_ after addition of CCCP served as a control for TMRM loading in mitochondria. Mean values ±SEM are shown. *p<0.02.

### D257A mice display decreased ATP content

ATP content was significantly lower in D257A mice compared to WT (WT: 0.29±0.08 vs. D257A: 0.11±0.04 nmol ATP /mg protein, p = 0.046) (Fig. 7B). It is apparent that the loss of ETC complexes (Fig. 3A, 3B) can have an impact on ATP content. Therefore, if ETC content is reduced in D257A muscle relative to the amount of total mitochondrial protein, as we have observed, it is logical to expect that the ATP content per amount of total mitochondrial protein would be reduced due to fewer ETC complexes per mitochondrion. Fewer ETCs cause a decrease in state-3 capacity (Fig. 7A), which may provoke a decrease in phosphorylation.

### Mitochondrial membrane potential is significantly lower in D257A mice

We determined the effect of increased mtDNA mutational load on Δψ_m_ of 13-mo old WT and D257A skeletal muscle mitochondria. Δψ_m_ was significantly lower in D257A mice during both state 4 (WT: 195.20±1.40 mV vs. D257A: 187.90±2.15 mV, p = 0.017) (Fig. 7C) and state 3 respiration (WT: 177.70±2.50 vs. D257A: 167.30±2.25 mV, p = 0.01) (Fig. 7C). This drop in Δψ_m_ is a consequence of the decreased proton transport that results from the reduction in functional ETC complexes and could be the trigger for the apoptosis we detected in the mutant mice (see below for discussion of apoptosis).

### Skeletal muscle mitochondria from D257A mice produce significantly fewer ROS

We measured H_2_O_2_ produced by skeletal muscle mitochondria of WT and D257A mice. H_2_O_2_ production was measured during state 4 respiration because ROS production is higher when electron flow is low (ROS production is nearly negligible during state 3 respiration). At 11-mo of age, H_2_O_2_ production was significantly decreased (−33%) in D257A mice (WT: 0.60±0.07 vs. D257A: 0.40±0.05 nmol H_2_O_2_/min/mg protein, p = 0.01) (Fig. 8A). The decreased H_2_O_2_ production by mutant mitochondria also led to the calculation of a significantly lower free radical leak percent (FRL%) (WT: 2.60±0.30% vs. D257A: 1.80±0.30%, p = 0.04) (Fig. 8A), suggesting that in these mitochondria, the fraction of electrons which reduce O_2_ to ROS at upstream components of the ETC instead of reaching cytochrome c oxidase (COX) to reduce O_2_ to water, is much lower compared to WT.

**Figure 8:**
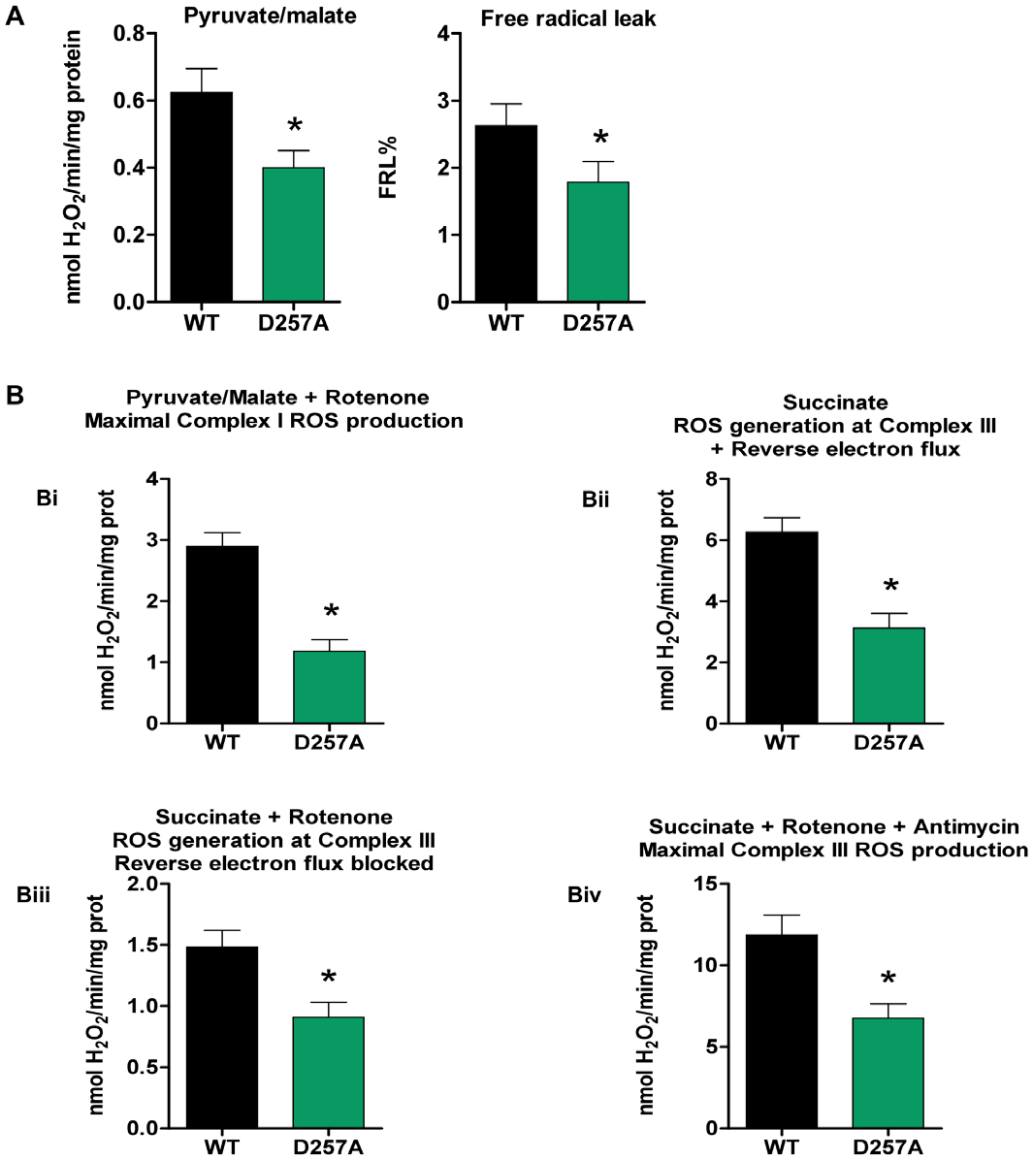
D257A mitochondria produce fewer ROS in both main ROS generators (Complex I and Complex III). (A) We measured H_2_O_2_ production using a sensitive fluorometric assay. Skeletal muscle mitochondria were obtained from 11-mo old, WT and D257A mice (n = 11 per group) and supplemented with pyruvate/malate as substrate for oxidative phosphorylation. Pyruvate/malate was used to study complex I ROS production (under near physiological conditions) which also represents total basal mitochondrial ROS production. Free radical leak percent (FRL%), an index of mitochondrial efficiency, was calculated by dividing the H_2_O_2_ value by twice the state 4 respiration value and the result was multiplied by 100 to give a % final value. Mean values ±SEM are shown. *p<0.05 (B) We used inhibitors of the ETC in order to study maximum rates of H_2_O_2_ production from complexes I and III, since they represent the main sites of ROS generation within the mitochondria (n = 11 per group). For complex I maximum rate (panel B*i*) we used rotenone added to pyruvate/malate-supplemented mitochondria. For complex III maximum rate (panel B*iv*) we used antimycin A plus rotenone, added to succinate- supplemented mitochondria. We also used mitochondria supplemented with succinate alone in order to study complex III ROS production under near physiological conditions (panel B*ii*). In addition, some of the assays with succinate as substrate were performed in the presence of rotenone (panel B*iii*), in order to avoid the backwards flow of electrons to Complex I. Mean values ±SEM are shown. *p≤0.005.

### D257A mitochondria produce fewer ROS in both main ROS generators of the ETC: Complex I and Complex III

We evaluated site-specific ROS generation in 11-mo old mice and found that muscle mitochondria from D257A mice produce fewer ROS at complex III under basal conditions than do WT mitochondria. This is true whether reverse electron flux through complex I is permitted (WT: 6.30±0.47 vs. D257A: 3.13±0.48 nmol H_2_O_2_/min/mg protein, p = 0.0002) (Fig. 8 Bii) or blocked via the complex I inhibitor rotenone (WT: 1.50±0.14 vs. D257A: 0.90±0.12, p = 0.005) (Fig. 8 Biii). Under maximal conditions, D257A mitochondria have also reduced capacity to generate ROS at both complex I (WT: 2.90±0.23 vs. D257A: 1.20±0.19, p<0.0001) (Fig. 8 Bi) and complex III (WT: 11.90±1.20 vs. D257A: 6.75±0.88, p = 0.003) (Fig. 8 Biv) compared to WT. Moreover, the fact that H_2_O_2_ production is decreased by nearly a factor of 4 for both WT and D257A mice when the reverse electron flux is blocked (comparing Y axis values from Fig. 8 Bii and Biii) signifies that this reverse flow is a significant source of ROS produced by the ETC.

### Mitochondrial DNA mutations cause mitochondrial dysfunction in the absence of increased oxidative stress

In order to correlate our H_2_O_2_ results with further oxidative stress, we next examined a marker of ROS-induced oxidative damage to DNA, by assessing the levels of 8-oxo-7,8-dihydro-2′-deoxyguanosine (8-oxodGuo) in skeletal muscle mtDNA of 11-mo old WT and D257A mice, using HPLC with electrochemical detection. We did not find any differences in the levels of mtDNA oxidation between WT and D257A mice (WT: 51.40±6.30 vs. D257A: 50.30±7.20 8-oxodGuo/10^6^ dGuo, p = 0.9) (Fig. 9A). This is consistent with our previous results, which also showed no significant differences between WT and D257A skeletal muscle in F2-isoprostanes, a marker of lipid peroxidation [20]. Hence, despite increased mutational load, mitochondria from D257A mice do not show increased oxidative stress.

**Figure 9:**
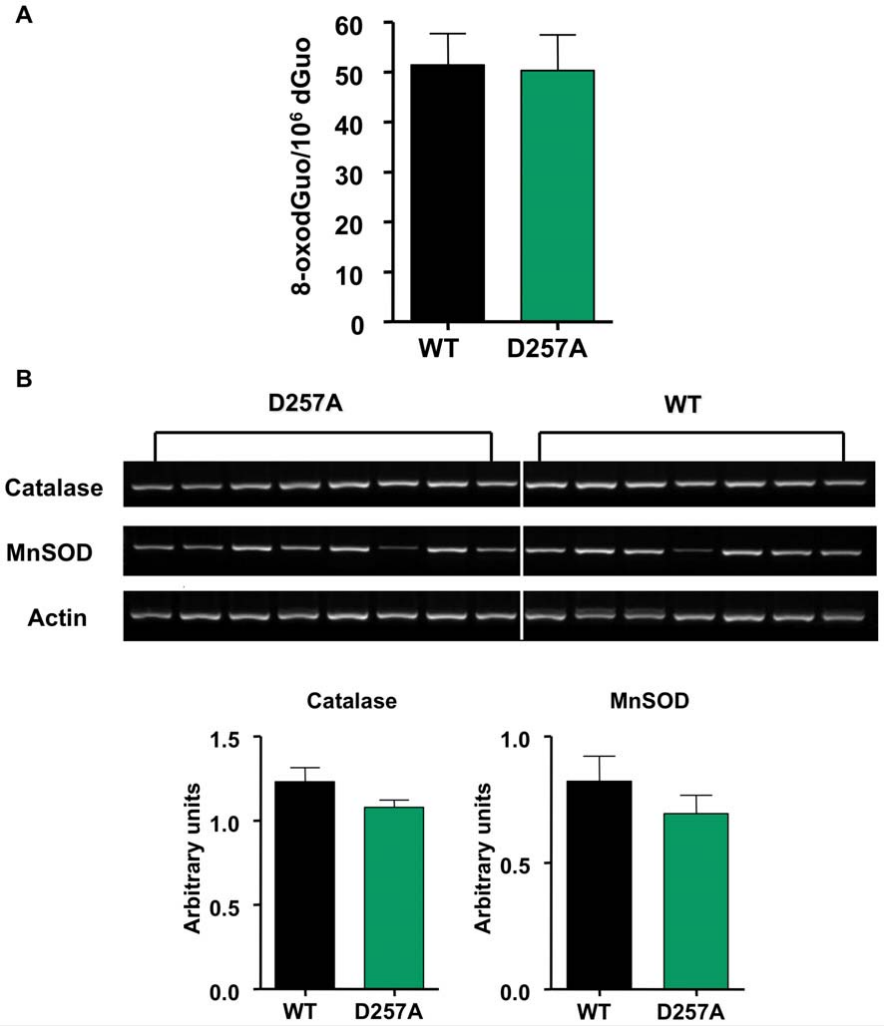
Mitochondrial DNA oxidation levels and antioxidant enzyme mRNA expression remain unaltered in D257A skeletal muscle. (A) We examined a marker of ROS-induced oxidative damage to DNA by assessing the levels of 8-oxodGuo in skeletal muscle mtDNA of 11-mo old WT and D257A mice (n = 11 per group), using HPLC with electrochemical detection. No statistically significant differences were detected. Mean values ±SEM are shown. (B) We measured Catalase and MnSOD mRNA expression in skeletal muscle extracts from 11-mo old WT (n = 7) and D257A (n = 8) mice by RT-PCR. Arbitrary units represent specific mRNA densitometry values normalized to actin mRNA densitometry values. No statistically significant differences were detected. Mean values ±SEM are shown.

### No difference in antioxidant enzyme mRNA expression between genotypes

We measured mRNA expression of Catalase and the mitochondrial-specific isoform of superoxide dismutase (SOD), MnSOD, via RT-PCR. We found no difference in either Catalase (WT: 1.20±0.08 vs. D257A: 1.10±0.04 arbitrary units, p = 0.1) (Fig. 9B) or MnSOD (WT: 0.80±0.01 vs. D257A: 0.70±0.07 arbitrary units, p = 0.3) (Fig. 9B) between genotypes.

### Apoptosis in D257A skeletal muscle is evident by an increase in cytosolic mono- and oligo-nucleosomes content

We quantified apoptotic DNA fragmentation by measuring the amount of mono- and oligo-nucleosomes released into the cytosol, using a quantitative “Cell Death” detection ELISA (Roche, Germany). This assay detects the nucleosomal DNA digestion products of ∼180–200 bp or multiples thereof that are generated during apoptosis. We observed a significant release of these fragments into the cytosol of D257A muscle (WT: 0.110±0.006 vs. D257A: 0.170±0.030 OD/mg protein, p = 0.035) (Fig. 10A).

**Figure 10:**
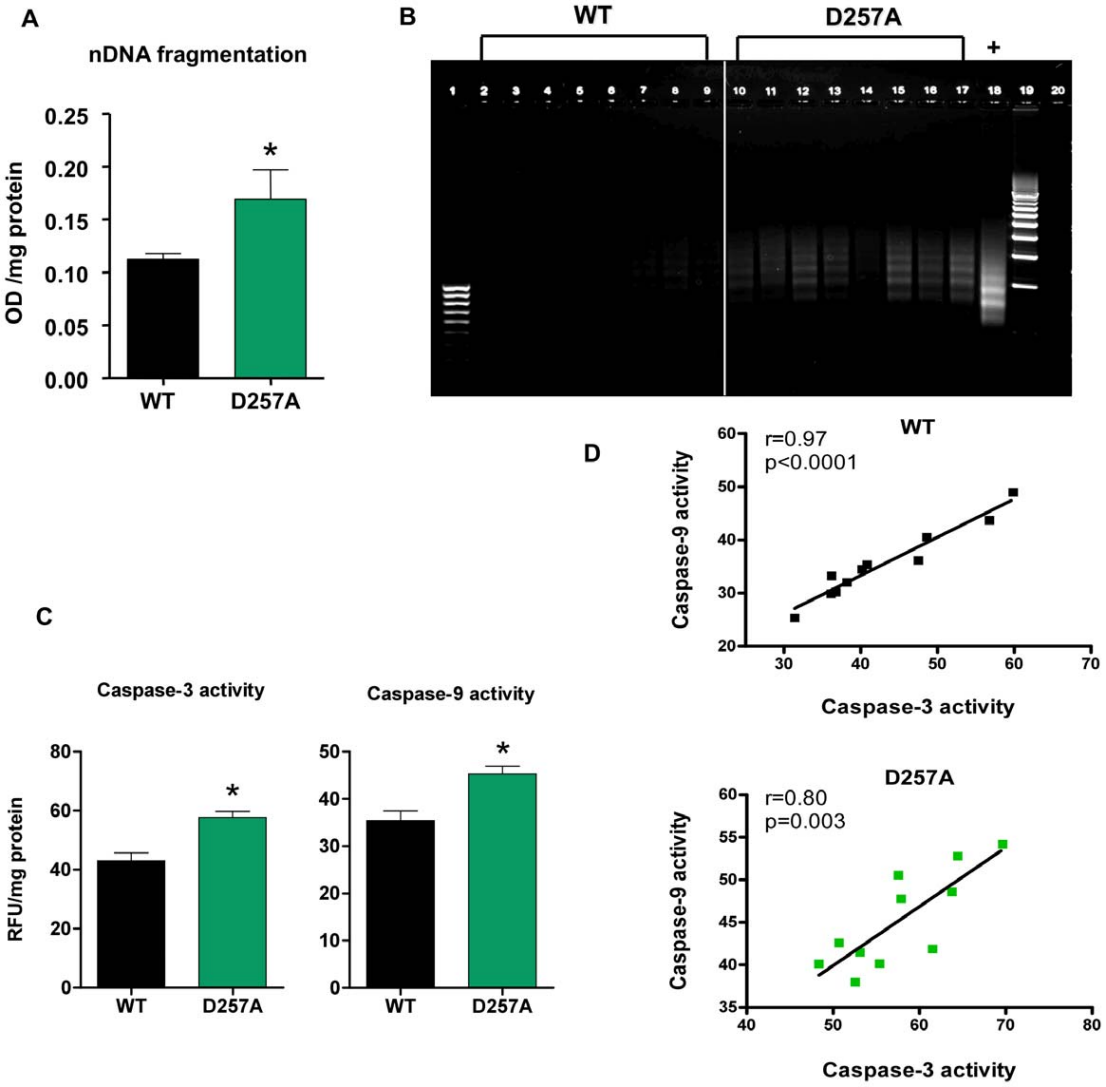
Apoptosis is evident in D257A muscle by increased cytosolic DNA fragments, DNA laddering, and caspase activation. (A) Cytosolic fractions from 11-mo old WT and D257A skeletal muscle (n = 11 per group) were prepared. Nuclear DNA fragmentation was quantified as the amount of mono- and oligo-nucleosomes present in the cytosol, using a sandwich ELISA. Mean values ±SEM are shown. *p<0.05. OD: optical density. (B) DNA from 13-mo old WT and D257A (n = 8 per group) mice was extracted and subjected to a DNA laddering-specific ligation PCR. PCR products were electrophoresed through 1% agarose gels and visualized under UV light for apoptosis-specific DNA ladders of ∼180–200 bp multiples. Lane 1: 100 bp molecular marker. Lanes 2–9: WT PCR products. Lanes 10–17: D257A PCR products. Lane 18: Positive control. Lane 19: 500 bp molecular marker. (C) Cytosolic fractions from 11-mo old WT and D257A skeletal muscle (n = 11 per group) were prepared. Caspase -3 and -9 activities were measured using a fluorometric protease assay kit which is based on detection of cleavage of the substrates DEVD-AFC or LEHD-AFC by caspase-3 and -9 respectively. Mean values ±SEM are shown. *p<0.002. RFU: raw fluorescent units. (D) Caspase-3 activity was correlated with caspase-9 activity in WT and D257A mice (n = 11 per group). Pearson correlation r values are shown in the top right corner. Correlations were significant for both genotypes; WT: r = 0.97, p<0.0001 and D257A: r = 0.8, p<0.003.

### DNA laddering is evident in skeletal muscle of D257A mice

We corroborated the results of the cell death ELISA by employing an alternate method for detecting apoptotic nucleosomal DNA fragments, the DNA laddering assay. Prominent DNA ladders are evident in muscle extracts from the D257A mice while such ladders are not observed in WT mice (Fig. 10B).

### Caspase-3 and caspase-9 activities are significantly higher in D257A mice

We measured caspase-3 activity in the cytosol of 11-mo old WT and D257A muscle and found that it is significantly higher in the mutant mice (WT: 43±2.70 vs. D257A: 57.70±1.97 RFU/mg protein, p = 0.0003) (Fig. 10C). Similarly, caspase-9 activity showed a significant increase in D257A muscle compared to WT muscle (WT: 35.40±2 vs. D257A: 45.30±1.70 RFU/mg protein, p = 0.0014) (Fig. 10C). Activation of caspase-9 was significantly correlated with increased caspase-3 activity for both WT (r = 0.97, p<0.0001) and D257A mice (r = 0.80, p = 0.0029) (Fig. 10D). These results reveal the induction of the mitochondrial-mediated pathway of apoptosis because activation of the mitochondrial pathway-specific caspase-9 leads to further cleavage and activation of caspase-3, which is directly responsible for the downstream events (*i.e.*, cleavage of endo-nucleases and DNA repair enzymes) that lead to apoptosis.

## Discussion

The accumulation of multiple mtDNA point mutations and deletions coincides with the age-dependent loss of muscle fibers in multiple mammalian species [18], [27], [28], [29], [30]. Studies on sarcopenia in rodents and humans, using laser capture microdissection show that mtDNA deletions colocalize with ETC dysfunction in specific fiber regions [14], [31], with fibers manifesting the phenotype when the ratio of deleted mtDNA genomes is above 80% [31]. Interestingly, mtDNA mutations are absent from phenotypically normal regions within individual muscle fibers [32]. Similarly, in aged (69–82 years old) human muscle, clonally expanded base-substitution mutations and deletions in mtDNA are associated with a deficiency in the mitochondrially encoded cytochrome c oxidase (COX) [33]. Although ETC deficiency is only observed in fiber regions that cointain high levels of mtDNA deletions, it has been proposed that extension of the ETS-abnormal region eventually extends throughout the length of the fiber leading to fiber athrophy, breakage and loss [31]. Although these studies do not prove causality, they provide evidence in support of the hypothesis that mtDNA mutations and deletions contribute to the development of sarcopenia. The question of correlation versus causality has recently begun to be addressed by the generation of mitochondrial mutator strains to investigate the role of high mtDNA mutational load on sarcopenia [20]. Here, we extend these observations to characterize in detail the sarcopenic phenotype and mitochondrial respiratory function in skeletal muscle from mutator mice.

Type I and type II muscle fiber numbers were not dramatically different in D257A mice compared to WT control, at least in the gastrocnemius muscle. We did find evidence of muscular atrophy by 13 months in D257A gastrocnemius, represented by an ∼20% decrease in type I fiber diameter in these animals. A more dramatic effect of mtDNA mutations accumulation on type I fibers is consistent with the higher mitochondrial density, and reliance on oxidative phosphorylation in these so-called “slow twitch” fibers relative to classic “fast twitch” type II (particularly type IIb) fibers. Remarkably, the pattern of type I fiber diameter reduction in D257A mice is different than that observed in rodents [34], and humans [35], which are associated with type II fiber atrophy with age. Possibly, the very high load of mtDNA mutations in D257A mice as compared to normally aged WT mice, leads to preferential dysfunction of type I fibers, which rely heavily on oxidative phosphorylation. The difference in fiber type alterations in D257A mice and normal aging could also be interpreted as evidence that mtDNA mutations are not the initiating event in fiber atrophy and sarcopenia in humans. Different mechanisms of muscle aging in D257A and wild-type mice are also supported by the DNA microarray analysis, which is characterized by an extensive induction of p53-induced apoptotic genes in aged wild-type muscle [25], but not in D257A mice as reported here. This may reflect an increased contribution of nuclear genomic instability in normal aging, as compared to aging of D257A mice. However, we also note that the type of mtDNA lesions may play a role in the different observations of D257A mice and normal aging. Importantly, in D257A mice mtDNA point mutations appear to be the predominant lesion [26], whereas mtDNA large deletions are associated with regional fiber dysfunction in humans [31].

We found robust decreases in mitochondrial state 3 (phosphorylative state) O_2_ consumption and significantly lower mitochondrial ATP content in gastrocnemius and quadriceps muscles from D257A mice, compared to WT animals. D257A mitochondria were profoundly less metabolically active than controls, as reflected by respiratory control ratios (state 3/state 4 O_2_ consumption) of less than 3.5. These findings clearly indicate that oxidative phosphorylation is compromised in skeletal muscle of mutant mice and provide a causal role for mtDNA mutations in skeletal muscle mitochondrial dysfunction. It should be noted that decreases in ATP synthesis and state 3 respiration during normal aging are all well-documented for multiple species and tissues, including human skeletal muscle [36], [37], [38], [39], [40], [41]. Our findings in skeletal muscle are also consistent with those of Trifunovic and colleagues, which demonstrated a severe decline in mitochondrial respiration in mouse embryonic fibroblasts and impaired ATP production in the hearts of similar mutator mice [21], [26], [42].

These defects in oxidative phosphorylation are likely the cause of the drop in mitochondrial membrane potential (Δψ_m_) that we have detected in mitochondria from mutant mice. Low Δψ_m_ has also been observed in mitochondria isolated from normally-aged (∼20–30 mo) rodents and from fibroblasts of elderly (≥60 yr) human subjects [43], [44], [45], [46], [47], and was found to correlate with reduced ATP synthesis. A reduction in Δψ_m_ leads to matrix condensation and release of pro-apoptotic factors into the cytosol, facilitating cell death [48]. In our D257A model, the drop in Δψ_m_ was indeed accompanied by up-regulation of apoptosis, as evidenced by an increased release of mono- and oligo-nucleosomal fragments into the cytosol, prominent DNA laddering and up-regulation in the activities of caspase-9 and caspase-3. The observation of increased caspase-9 activity as well as the significant positive correlation between caspase-3 and caspase-9 activity in D257A mice suggests that activation of the mitochondrial pathway is at least partly responsible for the apoptosis we detected in D257A muscle. Accelerated skeletal muscle apoptosis has been well documented with aging [49], [50] and we previously showed that increased caspase-3 cleavage is characteristic of skeletal muscle during normal aging [20]. Furthermore, previous studies have suggested that age-related apoptosis and/or necrosis in response to energy depletion may occur through activation of the mitochondria-mediated signaling pathway [48], [51], [52], [53].

Accumulation of mtDNA mutations and deletions will likely have a direct impact on the transcription and translation of ETC complexes and may preclude the assembly of functional complexes within the inner mitochondrial membrane. Decreases in the activity of ETC complexes with age, and in association with accumulated mtDNA mutations/deletions, are documented in skeletal muscle of rodents and humans [14], [54], [55], [56], [57], [58]. Interestingly, D257A mice showed a significant decrease in the content of fully assembled, enzymatically active complexes I, III and IV, all of which contain subunits encoded by mtDNA, while the content of all nuclear-encoded complexes II and F1 domain of ATPase showed no difference between genotypes. This confirms our hypothesis that mtDNA mutations have a direct impact on the assembly of functional ETC complexes that are comprised of mtDNA-encoded subunits. Importantly, when ETC complex specific activity was determined, we did not detect significant differences between genotypes in any of the complex activities, suggesting that either only functional complexes assemble or dysfunctional complexes are effectively degraded. However, this remains to be determined. Nonetheless, even if the activity of the remaining ETC complexes in mutant mitochondria is normal, the reduced amount of functional complexes still creates energy deficits resulting in mitochondrial dysfunction. A point that requires special attention regarding measurements of ETC complex enzymatic activities is how the complex activities are expressed. In most cases, enzymatic activities are normalized to total protein content [37], or expressed as a ratio to nuclear-encoded citrate synthase activity [57]. In such cases, the overall activity per amount of mitochondrial protein may not reflect decreases in the actual activity of the individual complexes, but instead decreases in the abundance of the complex [37]. We determined specific activity, as well as complex abundance in order to gain a more precise understanding of the specific defects occurring within D257A mitochondria. Thus, our results show that ETC complexes do not assemble as often in D257A mutant mitochondria. However, those complexes that do manage to assemble have normal activity, perhaps because complexes containing altered proteins might be short-lived.

We also observed a significant down-regulation of mitochondria-related gene sets, and also ETC complex subunits expression in the D257A muscle, whether nuclear- or mitochondrial-encoded. The reduced expression of nuclear-encoded subunits may be the consequence of a reactive adaptation of the nucleus. In agreement with this hypothesis, Alemi *et al.* demonstrated that pathogenic mtDNA deletions had a strong negative effect on nuclear-encoded mitochondrially targeted genes [59]. They proposed that the nucleus senses the irreversible depletion of mtDNA-encoded subunits and responds by down-regulating the interacting subunits that would normally form a functional complex. This proposed down-regulation of nuclear-encoded genes related to mitochondria is fully supported by our gene expression findings, and is likely to exacerbate the mitochondrial defect initiated by the mtDNA mutations.

Besides a reduction in the abundance of ETC complexes, we further detected significantly lower mitochondrial protein yield in the mutant mice. Age-related decreases in mitochondrial protein yield in rodent skeletal muscle have been previously reported [60], [61], but this finding is not uniform [62]. By 11-mo of age, we detected a 35% reduction and at ∼13 months, an even more dramatic 45% reduction in mitochondrial protein yield from D257A muscle, suggesting that mitochondrial content is continuously lost in these animals as they are approaching their mean lifespan of ∼14 months. Because we observed decreased ETC complex content and reduced mitochondrial protein yield in D257A muscle with age, we speculate that this may reflect the selective elimination of dysfunctional, mutation-bearing mitochondria containing the fewest functional ETCs.

The hypothesis that aging is due in part to mtDNA damage and associated mutations [12], [13] was based on the observations that mtDNA is located in the organelle that generates the most cellular ROS and it is relatively unprotected from ROS damage compared to nuclear DNA [6], [7]. The main tenet of the free radical theory of aging [63] is that aging is due to the progressive accrual of ROS-inflicted damage, including mtDNA mutations, the accumulation of which has been postulated to lead to a “vicious cycle” of further mitochondrial ROS generation and mitochondrial dysfunction [12], [13]. The increased production of ROS as a consequence of mtDNA mutations has been demonstrated in some circumstances [64], [65]. In contrast to these studies, however, we and others have clearly demonstrated that mitochondrial mutator mice do not have increased levels of oxidative stress [20], [42], [66]. In this study, we further report that in D257A skeletal muscle, mitochondrial ROS production is significantly decreased as compared to WT tissue. Both the basal and maximal ROS production at complex I and at the proton motive Q cycle operating in complex III – the two major ROS sites within the ETC – were significantly lower in mutant skeletal muscle. These results suggest that ROS production is regulated in a tissue-specific way, at least in the D257A model, and does not necessarily play a role in the increased sensitivity to apoptosis. Importantly, we also found no up-regulation in either MnSOD or Catalase mRNA levels, substantiating that ROS levels are decreased in mutant mice due to a lower ROS production and not due to an up-regulation in antioxidant defenses.

In agreement with the ROS data, we found that muscle mtDNA oxidative damage, as measured by 8-oxodGuo, was not different between genotypes. This agrees with our previous 8-oxodGuo data in D257A liver [20] as well as with oxidative stress data reported by others in liver and heart using D257A mutator mice or mice with a heart-specific mitochondrial mutator defect [42], [66]. Note that we did not detect a significant change in 8-oxodGuo levels, despite a drop in H_2_O_2_ production which may implicate non-ETC and extramitochondrial sources of ROS in mtDNA damage [67]. Furthermore, the paired observations of decreased ROS production and a lowered Δψ_m_ in D257A mice are consistent with the widely accepted notion that increased ROS generation occurs at high mitochondrial Δψ_m_s [68], [69].

We do not postulate that chronic ROS production and oxidative stress do not contribute to mtDNA damage and mutagenesis in the context of normal aging. In fact, expression of a mitochondrially targeted catalase in wild-type mice suppresses age-related mtDNA mutations and deletions [70], [71]. Our results from the D257A model, however, clearly support the idea that in skeletal muscle, mtDNA mutagenesis does not lead to further increases in ROS production and oxidative stress and therefore, these are not important mediators of apoptosis in this animal model. Hence, based on our collective results, we propose instead that respiratory chain dysfunction *per se* is the primary inducer of the sarcopenic phenotype.

We note the observations of Bandy and Davison, the first investigators to put forward a mechanistic elaboration of the mitochondrial “vicious cycle” theory. While they showed that some mtDNA mutations may stimulate ROS production, they also carefully noted that mutations preventing the synthesis of cytochrome b would actually abolish any superoxide production at complex III that normal mitochondria might exhibit, because without cytochrome b in place, complex III cannot be assembled [72]. Later studies also reported that cells possessing large mtDNA deletions would indisputably preclude assembly of both the enzyme complexes known to be responsible for mitochondrial ROS production, complexes I and III [27], [73], [74], [75]. Our findings of lower complex I and III content in combination with lower complex I and III ROS production are in agreement with those studies.

We note that there is debate on the contributing role of point mutations as opposed to deletions in the manifestation of the premature aging phenotypes in mitochondrial mutator mice. Interestingly, heterozygous D257A animals are able to sustain a 500-fold higher mtDNA mutation burden than WT mice without any obvious features of rapidly accelerated aging, indicating that mtDNA point mutations do not limit the natural lifespan of WT mice [70]. We have previously shown that mtDNA deletions accumulate at an accelerated rate in tissues of homozygous D257A (the mice used in this study), and postulated that they may represent the main driving force behind the shortened lifespan and the various aging phenotypes in these mice [71]. Moreover, clonally expanded mutations were also evident in D257A mice as demonstrated by cells with a COX negative phenotype in various tissues investigated [71]. However, a recent study reports no major reductions in the levels of mitochondrially encoded transcripts in D257A mice, suggesting that large numbers of point mutations (as opposed to deletions) underlie the phenotypes of D257A mice [26]. In our view, it is likely that both mtDNA deletions and point mutations contribute to the phenotypes observed in homozygous D257A mice, but that these lesions may have different abundance and consequences in different tissues.

The D257A mice are the first *“in vivo”* mammalian system that allows detailed examination of the causal role of mtDNA mutations in skeletal muscle aging. We observed no differences between genotypes in muscle mass [20], caspase-3 cleavage [20], gene expression patterns, mitochondrial bioenergetics (Fig. S1) and ROS production (Fig. S2) at an early age (3-mo), suggesting that the sarcopenic phenotype in D257A mice is age-induced and not due to developmental defects, underscoring the utility of D257A mice as a model of age-related mitochondrial dysfunction. We propose that the reduction in functional complexes I, III and IV formation in D257A mice represents the primary mechanism responsible for impaired mitochondrial bioenergetics (limited oxidation and phosphorylation capacities). Ultimately, lower electron transfer and decreased proton pumping lead to disturbances in Δψ_m_ and mitochondrial-mediated apoptosis. Importantly, this work is also the first to demonstrate specifically in skeletal muscle, that mtDNA mutations lead to mitochondrial dysfunction concurrent with decreases in ROS production, in contrast to the mitochondrial “vicious cycle” theory of aging. This reduction in ROS is possibly due to: (a) the drop in Δψ_m_, and (b) the less frequent formation of the main ROS generators, complexes I and III. Our findings suggest that accumulation of mtDNA mutations and associated respiratory dysfunction may lead to the activation of apoptosis and loss of irreplaceable cells in susceptible tissues, and therefore may be an important contributor to the aging process.

We note that the D257A model does not represent the multiple aspects of normal skeletal muscle aging, but is a model that addresses the role of mtDNA mutations in age-related mitochondrial dysfunction. Although mtDNA deletions were found to accumulate significantly in tissues of WT mice with age, they accumulate at a 7–11 fold higher level in tissues of D257A mice [70], while point mutations can reach ∼2,500-fold higher occurrence compared to WT mice [71]. Moreover, because cells may have hundreds of mitochondria, and each carries multiple copies of mtDNA likely coexisting as heteroplasmic mtDNA sequences, the contribution of mtDNA mutations and deletions to normal aging phenotypes remains a controversial issue.

## Materials and Methods

### Generation of D257A mice

The generation of *Polg* ^D257A^ transgenic mice has been previously reported [20]. Briefly, the D257A mutation results in a critical residue substitution in the conserved exonuclease domain of POLG, impairing its proofreading ability. Germline transmission of the mutation produced *Polg* ^+/D257A^ mice, which were intercrossed to generate homozygous *Polg* ^D257A/D257A^ mice, hereafter denoted D257A.

### Animals

All animal research was conducted in accordance with the regulatory policies of the Institutional Animal Care and Use Committees of the University of Florida (CL approved protocol #D420) and the University of Wisconsin-Madison (TAP approved protocol #M01265). Male and female WT and D257A mice (initially of a mixed 129Sv/ICR/B6 background before being backcrossed for 4 generations into a C57Bl/6J background) were sacrificed at 11 and 13 months of age, timepoints at which the D257A mice exhibit age-related muscle loss; indeed, muscle loss may be evident as early as ∼9 months of age in these mice [20]. Males and females were pooled for statistical analysis based on our previous observation that there are no differences between sexes in the parameters studied in WT mice of the same background [76]. The animals were housed in quarantines in a climate- and light-controlled facility. After one week of acclimation in the facility the animals were sacrificed by rapid cervical dislocation. Four animals a day were sacrificed. For all of our experiments we used and compared two groups: WT versus D257A mice. For some experiments, 3 mo-old WT and D257A mice were also used (refer to Fig. S1 and S2). Five-mo (n = 15) and 30-mo old (n = 10) WT animals of the same background strain were also used for muscle weight comparisons.

Measurements of number and diameter of muscle fiber. Type I and II fibers were discerned with NADH-tetrazolium reductase stain. Detailed protocols for the stain have been described [22]. The number and diameter of each type fiber were measured in the microscopic images of transverse sections of the gastrocnemius muscles. The diameter was calculated by Image J (NIH) and the data sets from >150 type I fibers and >200 type II fibers were analyzed by ANOVA with Bonferroni's multiple comparison test.

### Mitochondrial and cytosolic isolation

Mitochondrial and cytosolic protein fractions were isolated using differential centrifugation as previously described [76]. Immediately after sacrifice, skeletal muscles from 11-mo old WT and D257A mice (both gastrocnemius and quadriceps muscles were pooled together for all of our biochemical analyses) were extracted, rinsed in saline solution, weighted, then finely minced and homogenized in (1∶5 wt/vol) ice-cold isolation buffer containing 0.21 M mannitol, 0.07 M sucrose, 0.005 M Hepes, 0.001 M EDTA, 0.2% fatty acid-free BSA, pH 7.4, using a Potter-Elvehjem glass homogenizer. The homogenate was centrifuged at 1,000 × *g* for 10 min at 4°C. The supernatant was then centrifuged at 14,000 × *g* for 20 min. After the second spin, the supernatant (crude cytosol) was stored at −80°C and the mitochondrial pellet was resuspended in isolation buffer without BSA and was centrifuged again at 14,000 × *g* for 10 min. The final mitochondrial pellet was resuspended in 350 µl of isolation buffer without BSA.

### Total basal and site-specific ROS production

The rate of mitochondrial H_2_O_2_ production was assayed in freshly isolated mitochondria by a highly sensitive fluorometric method according to Barja [77], and adapted to a microplate reader [76]. H_2_O_2_ generation was monitored by measuring the increase in fluorescence (excitation at 312 nm, emission at 420 nm) due to the oxidation of homovanillic acid by H_2_O_2_ in the presence of horseradish peroxidase. The assay was performed in incubation buffer (145 mM KCl, 30 mM Hepes, 5 mM KH_2_PO_4_, 3 mM MgCl_2_, 0.1 mM EGTA, 0.1% BSA, pH 7.4) at 37°C, and the reaction conditions were: 0.25 mg of mitochondrial protein per mL, 6 U/mL of horseradish peroxidase, 0.1 mM homovanillic acid and 50 U/mL of superoxide dismutase (SOD). The reaction was initiated by the addition of 2.5 mM pyruvate/2.5 mM malate as substrate for oxidative phosphorylation. Pyruvate/malate was used to study complex I ROS production which also represents total basal mitochondrial ROS generation. 5 mM succinate without addition of inhibitors was used to study complex III ROS production, under near physiological conditions, as previously described [76], [77]. We also used inhibitors of the ETC in order to study maximum rates of H_2_O_2_ production from complexes I and III, since they represent the main sites of ROS generation within the mitochondria. For the determination of maximal H_2_O_2_ production by complex I, 2 µM rotenone was added to 2.5 mM pyruvate/2.5 mM malate-supplemented mitochondria. For the determination of maximal H_2_O_2_ production by complex III, 2 µM antimycin A plus 2 µM rotenone were added to succinate-supplemented mitochondria. In addition, some of the assays in which succinate was used as the substrate were performed in the presence of 2 µM rotenone alone, in order to avoid the “backward” flow of electrons to Complex I. After 15 min of incubation at 37°C, the reaction was stopped and the samples were transferred on ice and a stop solution (0.1 M glycine, 25 mM EDTA, pH 12) was added. Known amounts of H_2_O_2_ generated in parallel by glucose oxidase, with glucose as substrate, were used as standards. All samples were run in duplicate.

### Mitochondrial respiration

Mitochondrial oxygen consumption was measured at 37°C by polarography, with a Clark-type oxygen electrode (Oxytherm, Hansatech, Norfolk, UK) under the same conditions used (same mitochondrial preparation, buffer composition and substrate concentrations) for H_2_O_2_ production measurements. The assay was performed in the absence (State 4-resting state) and in the presence (State 3-phosphorylating state) of 500 µM ADP.

### ATP content

Mitochondria isolated from skeletal muscle were used immediately after isolation to determine mitochondrial ATP content with a luciferin-luciferase based bioluminescence assay, following the method of Drew [78]. ATP content methodology was modified from a method of Molecular Probes (A-22066, Eugene, OR, USA). The chemicals used were *D*-luciferin, luciferase (40 µL of a 5 mg/mL solution in 25 mM Tris-acetase, pH 7.8, 0.2 M ammonium sulfate, 15% (v/v) glycerol and 30% (v/v) ethylene glycol), dithiothreitol (DTT), adenosine 5′-triphosphate (ATP), and a Reaction Buffer (10 mL of 500 mM Tricine buffer, pH 7.8, 100 mM MgSO_4_, 2 mM EDTA and 2 mM sodium azide). The reagents and reaction mixture were combined according to the protocol by Molecular Probes. In order to determine ATP content, freshly isolated mitochondria were added to a cuvette containing reaction buffer, *D*-luciferin, luciferase and DTT. In addition, 2.5 mM pyruvate and 2.5 mM malate were added to the reaction mixture, as substrates for oxidative phosphorylation. Known concentrations of ATP standards were used to establish a standard curve. The values for ATP content were normalized to total mitochondrial protein concentration.

### Mitochondrial membrane potential

Δψ_m_ changes in isolated skeletal muscle mitochondria were followed qualitatively by monitoring the fluorescence of tetramethyl rhodamine methyl ester (TMRM, Molecular Probes, Eugene, OR, USA), a cationic lipid-soluble probe that accumulates in energized mitochondria. The method of Scaduto [79] was followed without modification. Briefly, mitochondria (0.25 mg/ml) were incubated at 37°C in a medium composed of 135 mM KCl, 20 mM MOPS, 5 mM K_2_HPO_4_, and 5 mM MgCl_2_ at pH 7.00. The experiment was initiated by the addition of mitochondria to the medium, also containing 0.33 mM TMRM and 5 mM glutamate +2.5 mM malate in order to record Δψ_m_ during state 4. Fluorescence at 546 and 573 nm excitation was monitored using an emission wavelength of 590 nm. This was followed by the addition of ADP (0.17 mM) to record Δψ_m_ during state 3. Addition of 0.5 mM CCCP served as a positive control, to assess Δψ_m_ in completely depolarized mitochondria.

### Calculation of the mitochondrial free radical leak

H_2_O_2_ production and O_2_ consumption were measured in parallel in the same muscle mitochondria under similar experimental conditions. This allowed the calculation of the fraction of electrons which reduce O_2_ to ROS at upstream components of the respiratory chain (the percent free radical leak or FRL%) instead of reaching cytochrome oxidase to reduce O_2_ to water. Because two electrons are needed to reduce 1 mole of O_2_ to H_2_O_2_ whereas four electrons are transferred in the reduction of 1 mole of O_2_ to water, the percent free radical leak can be calculated as the rate of H_2_O_2_ production divided by two times the rate of O_2_ consumption, and the result is multiplied by 100.

### Calculation of the mitochondrial respiratory control ratio (RCR)

Measurement of oxygen consumption using a Clark-type electrode in the absence (State 4) and presence (State 3) of saturating amounts of ADP (500 µM) allowed calculation of the respiratory control ratio (RCR) (State 3/State 4 oxygen consumption) as an indicator of the degree of coupling and metabolic activity of the mitochondrial preparations.

### Determination of mitochondrial protein yield

In order to determine mitochondrial yield, we first determined the total protein concentration in each mitochondrial extract by the Bradford assay. Each concentration value was multiplied by the total volume of each mitochondrial suspension. This product was divided by the skeletal muscle weight used each time to obtain the respective mitochondrial extract. Mitochondrial yield was expressed as total mitochondrial content per gram of skeletal muscle tissue.

### Microarray Analysis

Details regarding sample preparation and array hybridization are described elsewhere [80] (see also Supporting File S1). Briefly, total RNA was isolated from gastrocnemius muscle using TRIZOL (Invitrogen, Carlsbad, CA, USA) and 5 individual samples from each group were used for the DNA microarray experiments. DNA chips were hybridized with synthesized biotin-labeled cRNA and scanned with a GeneArray Scanner (Affymetrix, Santa Clara, CA, USA). We performed Parametric Analysis of Gene Set Enrichment (PAGE) [23] to identify classes of genes that were differentially expressed as a result of mtDNA mutations. Genes were annotated with functional data from the Gene Ontology (GO) consortium (http://www.geneontology.org). We considered GO terms that were annotated at Level 3 or greater and were represented by at least 10 but not more than 1000 genes. A GO term was considered to be significantly changed by treatment if the p-value for both the PAGE and a False Discovery Rate (FDR) analysis was <0.01. We also calculated *Z* ratios for each gene set, which serve as a normalization factor [81].

### Quantitative RT-PCR

Detailed protocols for quantitative RT-PCR analysis have been described [82]. The gastrocnemius muscles were dissected, frozen in liquid N2, and stored at −80°C. Total RNA was extracted from the frozen tissues using the TRIZOL reagent. Detection of mRNA was carried out with the TaqMan EZ RT-PCR kit using an Applied Biosystems 7500 Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). *β*-Actin was used as an internal standard. Oligonucleotide primers and MGB fluorescent probes (TaqMan Gene Expression Assays) were purchased from Applied Biosystems. Samples were run in duplicate.

### Oxidative Damage to mtDNA

Mitochondrial DNA oxidation was measured according to Sanz *et al.* [83], with modification. Briefly, mitochondrial DNA, free of nDNA, were isolated by the method of Latorre *et al.* [84], adapted to mammals [85]. After isolation mtDNA was completely dissolved in 85 µL water containing 30 µM deferoxamine mesylate (Sigma Aldrich, St. Louis, MO, USA), DNA was digested with 4 U of Nuclease P1 (dissolved in 300 mM sodium acetate, 0.2 mM ZnCl_2_, pH 5.3), and 5 U of alkaline phosphatase during 60 min at 50°C. After filtering, samples were put into an autosampler vial at 4°C for HPLC-EC-UV analysis. 8-oxo-7,8-dihydro-2′-deoxyguanosine (8-oxodGuo) and 2′-deoxyguanosine (dGuo) were measured by HPLC with online electrochemical and ultraviolet detection respectively. For analysis, the nucleoside mixture was injected into two Delta-Pak (150×3.9 mm id, 5 µm) C-18 reversed-phase columns (Waters, Milford, MA, USA). 8-oxodGuo was detected with an electrochemical detector (Coulochem III, ESA Inc, Chelmsford, MA, USA) with a PEEK filter protected 5011A analytical cell (ESA, 5 nA; screen electrode: +205 mV; analytical electrode: +275), and dG was measured with a Spectra SYSTEM UV1000 detector (Thermo Electron Corp., San Jose, CA, USA) set at 290 nm. Chromatograms were recorded using EZChrome Elite (Scientific Software INC., Pleasanton, CA, USA). Calibration curves for dGuo and 8-oxodGuo were constructed by injection of each standard 3–4 times. The HPLC buffer consisted of 9% v/v methanol and 50 mM sodium acetate, set to pH 5.3, with acetic acid, then filtered through a CN 0.2 µm filter from Nalgene Nunc (Rochester, NY, USA).

### Blue native polyacrylamide gel electrophoresis (BN-PAGE) analysis for determination of content and enzymatic activity of respiratory complexes

For determination of the content of the ETC complexes, we followed the protocol as described by Schagger *et al*. with some modification [86]. Skeletal muscle was homogenized in buffer 1 containing 20 mM MOPS, 440 mM sucrose, 1 mM EDTA and 0.5 mM PMSF, pH 7.2 at 4°C. The homogenates were centrifuged at 20,000 x *g* for 20 min. The pellet was resuspended in 80 µl of buffer containing 1 M aminocaproic acid, 50 mM Bis-tris and 0.5 mM PMSF, pH 7.0. The membranes were then solubilized by the addition of 30 µl n-dodecylmaltoside (10%, prepared fresh), followed by ultracentrifugation for 25 min at 100,000 x *g*. The supernatant, containing all the solubilized mitochondrial membrane proteins was used for the BN-PAGE. 7 µl of 5% w/v coomassie brilliant blue G-250 in aminocaproic acid (1 M) were added to 100 µl of supernatant and samples were loaded to a gel. For electrophoresis, a 3–12% gradient gel with 4% of stacker was used. The anode buffer was comprised of 50 mM Bis-Tris, pH 7.0. The cathode buffer was comprised of 50 mM tricine, 15 mM Bis tris, and coomassie brilliant blue G-250 (0.02% w/v), pH 7.0. Samples were electrophoresed at 90 V for 20 min, and thereafter at 170 V for 2 h, at 4°C. Immediately after electrophoresis gels were incubated in coomassie brilliant blue G-250 solution (0.1% coomassie in 10% acetic acid and 40% methanol) for 1 h, followed by incubation in de-staining solution (10% acetic acid, 40% methanol) for 2 h. After de-staining, gels were photographed and analyzed using the Alpha Innotech FluorChem SP imaging system (Alpha Innotech, Santa Clara, CA, USA). Densitometry values were normalized to total protein loaded per well, measured by the Bradford assay [87]. For determination of enzymatic activity, enzymatic colorimetric reactions were performed on the BN-PAGE. Gels were incubated overnight at room temperature with the following solutions: Complex I: 2 mM Tris–HCl, pH 7.4, 0.1 mg/ml NADH, and 2.5 mg/ml NTB (nitrotetrazolium blue). Complex II: 4.5 mM EDTA, 10 mM KCN, 0.2 mM phenazine methasulfate, 84 mM succinic acid and 50 mM NTB in 1.5 mM phosphate buffer, pH 7.4. Complex IV: 5 mg 3∶30-Diamidobenzidine tetrahydrochloride (DAB) dissolved in 9 ml phosphate buffer (0.05 M, pH 7.4), 1 ml catalase (20 µg/ml), 10 mg cytochrome c, and 750 mg sucrose. Complex V: 35 mM Tris, 270 mM glycine, 14 mM MgSO_4_, 0.2% Pb(NO_3_)_2_, and 8 mM ATP, pH 7.8. Gels were then washed in distilled water and photographed immediately. Densitometry values for activity were normalized to respective content densitometry values.

### Western blots of selected mitochondrial- and nuclear-encoded subunits from ETC complexes I, III, and IV

The protein content of skeletal muscle mitochondrial respiratory chain complexes was estimated using Western blot analysis. Immunodetection was performed using specific antibodies for the 39 kDa (NDUFA9) and 30 kDa (NDUFS3) subunit of complex I (1∶1000 and 1∶1000, respectively), 48 kDa (CORE 2) and 29 kDa (Rieske iron-sulfur protein) subunits of complex III (1∶1000 and 1∶1000, respectively), and COXI subunit of complex IV (1∶1000) (ref. A21344, A21343, A11143, A21346 and A6403, respectively; Molecular Probes, Eugene, OR, USA). An antibody to porin (1∶5000, A31855, Molecular Probes, Eugene, OR, USA) or beta-actin (1∶5000, AB20272, Abcam Cambridge, MA, USA), as a loading control for total mitochondrial mass or total protein content, was also used. Appropriate peroxidase-coupled secondary antibodies and chemiluminescence HRP substrate (Millipore, MA, USA) were used for primary antibody detection. Signal quantification and recording was performed with a ChemiDoc equipment (Bio-Rad Laboratories, Inc., Barcelona, Spain). Protein concentration was determined by the Bradford method [87]. Data were expressed as Arbitrary Units.

### Determination of MnSOD and Catalase mRNA expression by RT-PCR

In order to extract RNA, skeletal muscles (1/10 weight/reagent volume) were homogenized in 1 mL of Tri reagent (Sigma-Aldrich, St. Louis, MO, USA) and RNA was isolated according to the manufacturer's protocol. One microgram of isolated RNA was reverse transcribed (Eppendorf RT plus PCR kit, Hamburg, Germany) using oligo-(dT) primer, as described by the manufacturer's instructions. PCR was performed on 3-µl aliquots from each cDNA reaction, using primer sets for detecting MnSOD (5′-GGTGGCCTTGAGCGGGGACTTG-3′, 5′-GGTGGGTGGGGAGGTAGGGAGGAT-3′, sense and antisense, respectively) and Catalase (5′-ATGGCCTCCGAGATCTTTTCAATG-3′, 5′-GAGCGCGGTAGGGACAGTTCAC-3′, sense and antisense, respectively). The sizes of the amplification products were 611 bp for MnSOD and 366 bp for Catalase. Conditions for PCR reactions were for MnSOD: 94°C for 30 sec, 58°C for 30 sec, and 72°C for 30 sec and for Catalase: 94°C for 30 sec, 57.7°C for 30 sec, and 72°C for 30 sec. PCR amplification was conducted for 29 cycles for both MnSOD and Catalase. RT-PCR products were analyzed by agarose gel electrophoresis and digital imaging of the ethidium bromide-stained gel, using the Alpha Innotech FluorChem SP imaging system (Alpha Innotech, Santa Clara, CA, USA).

### Enzymatic measurement of caspase-3 and caspase-9 activities

Caspase-3 and caspase-9 activities were measured using fluorometric protease assay kits: (Caspase-3/CPP32, Caspase-9/Mch6, Biovision, Mountain View, CA, USA) according to manufacturer's instructions. Briefly, the assays are based on detection of cleavage of the substrate DEVD-AFC (AFC: 7-amino-4-trifluoromethyl coumarin) by caspase-3, and LEHD-AFC (AFC: 7-amino-4-trifluoromethyl Coumarin) by caspase-9. DEVD-AFC and LEHD-AFC emit blue light (λ_max_ = 400 nm); upon cleavage of the respective substrate by caspase-3 or caspase-9, free AFC emits a yellow-green fluorescence (λ_max_ = 505 nm), which can be quantified using a fluorescence microplate reader. Results were expressed as raw fluorescence units per mg of cytosolic protein.

### Determination of cytosolic mono- and oligonucleosomes

Apoptotic DNA fragmentation was quantified in skeletal muscle by measuring the amount of cytosolic mono- and oligonucleosomes using a Cell Death detection ELISA (Roche, Germany). Briefly, wells were coated with a monoclonal anti-histone antibody. Nucleosomes in the sample bound to the antibody followed by the addition of anti-DNA-peroxidase, which reacted with the DNA associated with the histones. The amount of peroxidase retained in the immunocomplex was determined spectrophotometrically with ABTS (2.2′-azino-di-[3-ethylbenzthiazoline sulfonate]) as a substrate. Results were expressed as arbitrary OD units normalized to mg of cytosolic protein.

### DNA laddering

To enable detection of nucleosomal ladders in apoptotic cells, the DNA ladder assay was performed. Skeletal muscle was homogenized in 1 mL DNAzol (Molecular Research Center Inc., Cincinnati, OH, USA). Proteinase K (Qiagen, Valencia, CA, USA) was added to the homogenates, which, after a 3 h incubation period, were centrifuged (10,000 × *g* for 10 min at 4°C) and the supernatants were precipitated and washed with 100% and 75% ethanol, respectively. After digestion with RNase A, DNA samples were subjected to a DNA ladder-specific ligation-mediated PCR, following the manufacturer's protocol (Maxim Biotech, San Francisco, CA, USA). Briefly, isolated DNA is subjected to an overnight ligation reaction using de-phosphorylated adaptors (12-mer: 5′-AGTCGACACGTG-3′, 27-mer: 5′-GACGTCGACGTCGTACACGTGTCGACT-3′) that are ligated to the ends of DNA fragments generated during apoptosis, using T4 DNA ligase. When the mixture is heated to 55°C, the 12-mer is released. Next, the 5′ protruding ends of the molecules are filled by Taq polymerase. The 27-mer then serves as a primer for PCR in which the fragments with adaptors on both ends are amplified. Conditions for PCR reactions were 72°C for 10 min, 94°C for 1 min, followed by 30 cycles of 94°C for 1 min and 70°C for 2 min. PCR products were electrophoresed through 1% agarose gels containing 0.5 µg/mL ethidium bromide at 80 V for 1 h, and were examined under UV light for the presence of apoptosis-specific nucleosomal ladders.

### Statistical Analyses

All results are expressed as means ± SEM and the means were compared by independent t-tests. Statistical analyses were carried out using the Graph-Pad Prism 4.0 statistical analysis program (San Diego, CA). Statistical significance was set to p<0.05.

## Supporting Information

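Table S1 lists the gene expression changes that the authors called, with a P value, a false discovery rate and a signed fold change for each probe set. It holds 97 probe sets, 20 higher and 77 lower in D257A mice, and its fold sizes run from 1.15 to 9.65. All 97 had the same direction in the scaled signals. Of the 94 that were bright enough to be tested, 78 changed at an adjusted p under 0.05, 19 higher and 59 lower. The table was made from these arrays, so this count is not independent evidence. Among its genes with the smallest P, the muscle chaperone Hspb6 had a log2 fold change of -0.49 (standard error 0.08, adjusted p = 0.00253) and Cmbl, a hydrolase, had a log2 fold change of 0.97 (standard error 0.12, adjusted p = 6.89e-04). The amylase gene Amy1 rose (0.62, adjusted p = 0.00275). Mpc1, named Brp44l in the table, encodes a subunit of the carrier that brings pyruvate into mitochondria, and fell (-0.39, adjusted p = 0.0136). The table's probe set of Mdh1, a malate dehydrogenase of the cytosol, fell (-0.49, adjusted p = 0.00707), as did Tatdn1, a nuclease gene (-0.51, adjusted p = 0.0213). The call ended for Tatdn1 without D257A mouse 2-17M or 2-21M or WT mouse 1-12M or 2-3M (adjusted p 0.0518 to 0.0604). Cd209e was too dim to be tested, with a scaled signal of 95 ± 12.9 in D257A mice and 22.1 ± 8.64 in WT mice (SD, n = 5 each).

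**Figure D3:**
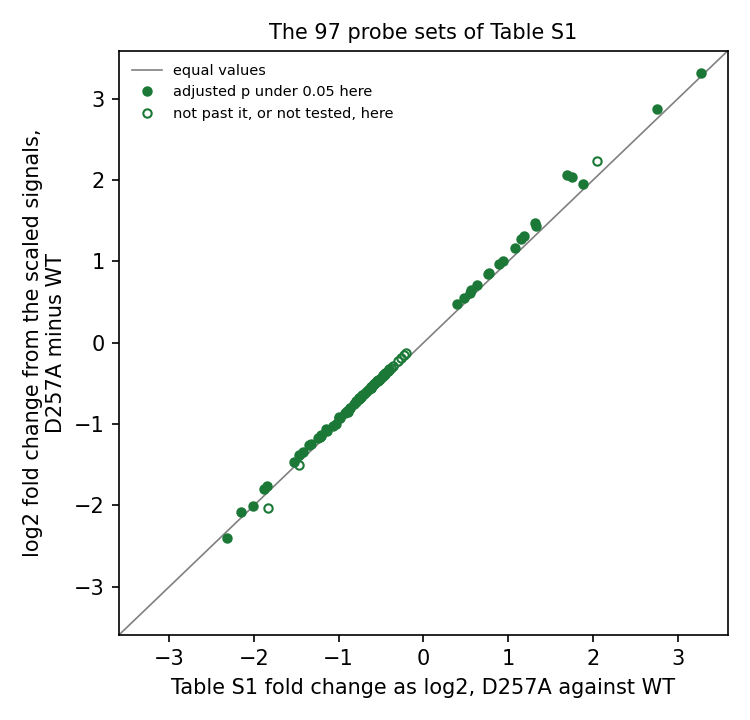
Log2 fold change from the scaled signals (vertical) against the fold change of Table S1 put on a log2 scale (horizontal) for its 97 probe sets; filled points changed at an adjusted p under 0.05 and the line marks equal values. All points lie in the quadrants of equal sign, from -2.40 to 3.32 on the vertical axis.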

Table S1 Gene expression changes in gastrocnemius muscle of 13-month-old D257A mice compared to wild type mice.
(0.03 MB XLS) Click here for additional data file.

Figure S1 No differences between WT and D257A skeletal muscle in mitochondrial respiration at 3-mo of age. We determined the effects of mtDNA mutations on O2 consumption of skeletal muscle mitochondria obtained from 3-mo old (n = 8 per group) WT and D257A mice. The respiratory control ratio (RCR), an index of mitochondrial coupling and metabolic efficiency of mitochondrial preparations, was calculated by dividing state 3 by state 4 respiration values. No statistically significant differences were detected. Error bars represent SEM.
(0.15 MB TIF) Click here for additional data file.

Figure S2 No differences in total basal and site-specific reactive oxygen species production at 3-mo of age. Skeletal muscle mitochondria were obtained from 3-mo old (n = 8 per group) WT and D257A mice. We evaluated H2O2 production at complex I in mitochondria supplemented with pyruvate/malate (panel A) because it represents total basal mitochondrial ROS generation. We also used inhibitors of the ETC in order to study maximum rates of H2O2 production from complexes I and III because they represent the main sites of ROS generation within the mitochondria. For measuring the maximal rate of ROS production at complex I (panel B), we added rotenone to pyruvate/malate-supplemented mitochondria. For measurements of the maximum rate of ROS generation at complex III (panel E), we added antimycin A plus rotenone to succinate-supplemented mitochondria. We also used mitochondria supplemented with succinate alone (i.e., in the absence of any respiratory inhibitors) in order to study complex III ROS production under near physiological conditions (panel C). In addition, some of the assays with succinate as substrate were performed in the presence of rotenone (panel D), in order to avoid the backwards flow of electrons through Complex I. Free radical leak (FRL%), an index of mitochondrial efficiency (panel F), was calculated by dividing the H2O2 production value by twice the state 4 respiration value and the result was multiplied by 100 to give a final percentage value. No statistically significant differences were detected. Error bars represent SEM.
(0.44 MB TIF) Click here for additional data file.

Supporting File S1 Minimum information about a microarray experiment check list. Supplemental description of gene expression analysis of skeletal muscle from wild type and mitochondrial mutator mice.
(0.03 MB DOC) Click here for additional data file.

# Supplementary material for: Mitochondrial DNA Mutations Induce Mitochondrial Dysfunction, Apoptosis and Sarcopenia in Skeletal Muscle of Mitochondrial DNA Mutator Mice
**Source:** PLoS One. 2010 Jul 7;5(7):e11468. doi: 10.1371/journal.pone.0011468
**Supplement:** Supporting File S1 — Minimum information about a microarray experiment check list. Supplemental description of gene expression analysis of skeletal muscle from wild type and mitochondrial mutator mice. (0.03 MB DOC)

**Supplementary File S1:**

**Minimum Information About a Microarray Experiment**

“Mitochondrial DNA Mutations Induce Mitochondrial Dysfunction, Apoptosis and Sarcopenia in Skeletal Muscle of Mitochondrial DNA Mutator Mice”

Hiona A, Sanz A, Kujoth GC, Pamplona R, Seo AY, Hofer T, Someya S, Miyakawa T, Nakayama C, Samhan-Arias AK, Servais S, Barger, JL, Portero-Otin M, Tanokura M, Prolla TA, Leeuwenburgh CL

*Array design description:*

1) Array used: Affymetrix Mouse Genome 430 2.0 (information regarding the details of this array can be found at www.affymetrix.com)

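Scaling multiplies each array by 1 factor and so shifts all of its log2 signals alike. The deposited signals have trimmed means that differ from the stated target, and the factors that bring them to it range from 3.88 to 5.35. The factors shift the fold changes of all genes alike, so that the median log2 fold change of all tested probe sets was -0.03 after this scaling and -0.10 without it. Of the fold changes in Table S1, 69 of 97 lie within 0.01 log2 of those of the deposited signals without scaling, and 1 within 0.01 log2 of those after it. The median difference was 0.00 from the former and -0.07 from the latter. For Ckmt2, the log2 fold change was -0.77 without scaling and -0.69 with it.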

2) Normalization: All arrays were scaled to 500 to correct for differences in overall signal before analysis in GeneChip® Operating Software (GCOS) 1.3 (Affymetrix). Further analysis and comparisons between experiments was also done in GCOS 1.3 (Affymetrix) and SAM (Significance Analysis of Microarrays) Software.

*Experimental design:*

Departments of Applied Biological Chemistry

University of Tokyo

1-1-1 Yayoi, Bunkyo-ku

Tokyo, 113-8657, Japan

2) Types of experiments:

a) Effect of mitochondrial DNA (mtDNA) mutations

b) Effect of aging

c) WT (13 month-old *Polg*+/+ mice) vs. D257A (13 month-old *Polg*D257A/D257A) mice

d) Time course

3) Experimental factors:

a) Type of gene: *Polg*D257A/D257A

b) Time (age)

4) Number of hybridizations in the study: ~ 10

5) A common reference RNA was not used.

6) Quality control measures were not used. No replicates were done. Dye swap was not used.

7) Description of the experiments:

a) To identify and analyze mtDNA mutation-responsive genes, a comparison of gastrocnemius muscle tissues from WT (control) and D257A mice was conducted. We examined changes in gene expression in the muscle associated with mtDNA mutations.

b) Currently, we are submitting a manuscript (Title: Mitochondrial DNA Mutations Induce Mitochondrial Dysfunction, Apoptosis and Sarcopenia in Skeletal Muscle of Mitochondrial DNA Mutator Mice) to *PLoS ONE*. Our microarray data will be linked to the publication.

*Samples used, extract preparation and labeling*:

1) Bio-source properties:

a) All mice were males.

b) Mice were divided into two groups: a 13 month-old WT group and a 13 month-old D257A group. Gastrocnemius muscle tissues were taken from these two groups.

c) The area of muscle tissue investigated was the gastrocnemius.

d) Strain: *Polg*D257A/D257A mice. Homozygous knock-in mice expressing a proofreading-deficient version of the mitochondrial DNA polymerase gamma (*Polg*).

e) These knock-in mice display a number of age-related phenotypes by 9 months of age. For additional details about the strain used please refer to the following reference:

Kujoth, G.C. *et al*. (2005) Mitochondrial DNA mutations, oxidative stress, and apoptosis in mammalian aging. *Science* 309, 481-4.

2) Biomaterial manipulations:

a) All mice were raised under 12:12 dark/light conditions, and housed in the specific pathogen-free facility at University of Wisconsin-Madison, and provided a nonpurified diet and acidified water ad libitum.

3) Extract preparation:

a) Gastrocnemius muscle tissue was dissected and immediately flash-frozen in liquid nitrogen.

b) Total RNA was isolated from muscle tissues using the TriZol Reagent (Invitrogen) according to the manufacturer's instructions.

4) Labeling protocol: cDNA synthesis from total RNA (Invitrogen), cRNA amplification and labeling (Enzo BioArray IVT kit), hybridization (hybridization oven 640) (Affymetrix), and washing and staining (fluidics station 400) (Affymetrix) were accomplished according to the manufacturer’s instructions.

5) External controls: Affymetrix standard spike controls were used in all experiments (eukaryotic hybridization control kit).

For additional information on hybridization procedures and reagents please visit www.Affymetrix.com.

*Measurement data and specifications*:

1) Arrays were scanned on the GeneChip Scanner 3000 (Affymetrix).

2) Image analysis was performed using GCOS 1.3 (Affymetrix).

3) Normalized and summarized data:

a) Each array was scaled (all probe sets) to a target signal of 500 before comparison in

GCOS 1.3. Each experimental array was compared to its particular control array. To determine the effects of aging associated with mtDNA mutations, each WT sample (*n* = 5) was compared to each D257A sample (*n* = 5), generating a total of twenty-five pairwise comparisons. 

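In the 25 pairs of a D257A with a WT mouse, 82 of the 97 probe sets of Table S1 went in the table's direction in every pair, and the fewest pairs in that direction for any of them was 19. Bdh1, for example, differed the same way in all 25 pairs, and so did Enox2 and Sln, which the table does not list. Among the 22518 probe sets tested, 1737 did so, which is 7.71% of them, against 0.794% by chance with 5 mice against 5. The pairs share mice and are not independent of each other.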

We performed Parametric Analysis of Gene Set Enrichment (PAGE) to identify classes of genes that were differentially expressed as a result of mtDNA mutations. Genes were annotated with functional data from the Gene Ontology (GO) consortium (http://www.geneontology.org). We considered GO terms that were annotated at Level 3 or greater and were represented by at least 10 but not more than 1000 genes. A GO term was considered to be significantly changed by treatment if the p-value for both the PAGE and a False Discovery Rate (FDR) analysis was < 0.01. We also calculated z ratios for each gene set, which serve as a normalization factor. Gene expression changes were called statistically significant when the *P* value was < 0.05 and FC was > 1.0 for identification of mtDNA mutations-induced genes. 

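A fold change over 1.0 holds for every probe set that differs at all, so with these criteria the P value alone decides. Under the methods' independent t-test, 4997 of the 22518 tested probe sets had an unadjusted p under 0.05 on log2 signals and 5033 on linear signals, against 1126 by chance. Adjusted by Benjamini-Hochberg, 1033 and 994 passed 0.05. Genes of the named groups were in both ranges of fold, from Col1a2, at 5.3-fold lower, to Ndufv1, at 1.3-fold lower.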

The complete set of microarray data has been submitted to the GEO (Gene Expression Omnibus) repository (GSE21189).

b) Summarized data: Please refer to Fig 2A-C and Supporting Table 1.

How the deposited data were processed for this re-analysis (not part of the article)

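Gene expression was measured in gastrocnemius muscle of 5 male D257A mice and 5 male WT mice, all 13 months old, on Affymetrix mouse genome arrays, with 1 array per mouse and no pooling. The sample descriptions give gastrocnemius as the tissue, but a line of their protocol names cochlea as the source of the RNA; the tissue label and the paper were followed. The paper's methods name male and female mice, while Supporting File S1 states that all mice were males, which was followed for the arrays. The intensity values are 1 signal per probe set and array on a linear scale, made from the array images with GCOS 1.3 according to the submitters' processing notes and Supporting File S1. The signal algorithm is not given in the sources used here. Supporting File S1 also states that each array was scaled to a target of 500. The deposited columns do not have that mean: their trimmed means, with 2% of the probe sets left out at each end, lie far below 500 and differ between mice.
The plan set beforehand was to use the deposited signals without further scaling, since they were expected to be scaled already. Once the columns were found not to be, and before any comparison of the genotypes was made, each array was multiplied by the factor that brings its trimmed mean to the authors' stated target of 500. All values are log2 of these scaled signals. The analysis without scaling is reported as an alternative that was added to the plan.
Of the 45101 probe sets, the 64 AFFX controls were set aside. Of the 45037 others, the 22518 with a mean log2 signal above the median were tested, the dimmest of them at 6.26. This filter does not use the genotypes. Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, no covariates), and p-values were adjusted by Benjamini-Hochberg over the probe sets tested. Fold changes are D257A minus WT. A probe set was called at an adjusted p under 0.05.
A gene is represented by its brightest probe set that names it alone. This left 11216 genes for the tests of gene lists. The 53 lists hold 1092 distinct genes, of which 972 have such a probe set and 886 were tested. The 3 lists with fewer than 3 tested members were not tested as lists. The others were compared with all other genes by camera with a preset correlation of 0.01 between genes, adjusted over the lists, and beside it by camera with an estimated correlation, by PAGE and by fry. The mean over a list in each mouse was compared by a 2-sided exact permutation test over all assignments of 5 mice to each genotype. Counts "adjusted over the list alone" use Benjamini-Hochberg within the list.
Genes named in the text were taken by rule: those the paper names for mRNA or protein of these mice, the 10 largest rises and falls among called probe sets with 1 gene symbol and no overlap of the genotypes, up to 4 called members of each list with the smallest adjusted p, and the 10 genes of Table S1 with the smallest P there, whose values were seen beforehand. ND5 and the genes beside Polg were added after their values were seen.
The alternatives were quantile normalization, each array centred on its median, no filter on dim probe sets, the 11259 brightest probe sets alone, eBayes without a trend, array weights, an offset of 32 added to the signal, the methods' independent equal-variance t-test on log2 and on linear signals, the mice whose number starts with 2 alone, and each mouse left out in turn. For the lists, the mean of all tested probe sets of a gene was also used. Chosen after the values were seen were the leading digit of the mouse number as a block and the methods' t-test with no filter. The analysis without scaling, which had been the first plan for the main analysis, was also added as an alternative at that stage. What that digit stands for is not stated.
The fit and the list tests were tested on simulated data of 22518 probe sets, with 100 changed probe sets for each size of change. For a log2 change of 1, limma recovered 62% with 8 false calls and the t-test 27% with 1. For a log2 change of 0.5 they recovered 10% and 0%. Of 40 random lists, camera called 0. This does not test the preset correlation of 0.01 against that between genes of the real lists. Among the called lists, the estimated correlation ran from 0.0151 for chemokines to 0.642 for atrophy and autophagy genes. Other splits of the 10 arrays were drawn at random, 100 of the 126 possible, the real one included. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 was used for tables, permutation tests and figures.
The mice at other ages and the qPCR, protein and enzyme measurements of the paper were not analysed here.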

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

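The rules of this part and its gene lists were set beforehand, and no test in it was chosen after the results were seen.
A mouse was set apart where the gap between the highest or lowest mouse of a genotype and its nearest neighbour, as a share of the whole range of the 5 mice, exceeded 0.71. This was so in 32 of 388 groups, against 19.4 that chance gives (about 1 in 20), so many of the single genes below are what chance alone would bring.
WT mouse 1-13M was the one set apart in many of these groups. Among the list means of WT mice it was the highest for RNA splicing (0.844), antioxidant enzymes (0.715), proteasome (0.776) and translation initiation factors (0.75), and the lowest for glycolysis and glycogen use (0.749) and mannose-binding lectins (0.776). Among genes it was the highest WT mouse for Ctsl (0.879), Eda2r (0.773), Ifi30 (0.916) and Sesn1 (0.805), and the lowest for Atp5d (0.747), Col6a1 (0.847), Cyc1 (0.714), Oxct1 (0.747), Pcca (0.746) and Phka1 (0.813). Of the other WT mice, 1-12M was the highest for Acaa2 (0.757), and 3-18M the lowest for Acads (0.775) and the highest for Mrc1 (0.835).
Among D257A mice, 2-17M was the lowest for Acads (0.778) and Cox7a1 (0.752) and the highest for H2-K1 (0.73), Ndufb9 (0.731) and the 3' to 5' ratio of Gapdh (0.818). Mouse 2-21M was the highest for the ATP synthase list (0.783) and for Sod2 (0.777), and the lowest for Mpeg1 (0.869) and Slc25a20 (0.722). Mouse 2-30M was the highest for Fdft1 (0.714), Npm1 (0.727) and Pgk1 (0.875), and the lowest for the trimmed mean of the deposited signal (0.716).
Of the gene lists that the paper does not discuss for these arrays, 7 passed camera. Their mean log2 fold changes were -0.64 for branched-chain amino acid and ketone body use, -0.47 for fatty acid beta-oxidation, -0.77 for fibroblast and matrix genes, 0.60 for atrophy and autophagy genes, 0.52 for macrophage markers, 0.47 for fatty acid synthesis and 0.14 for proteasome. Of these, only the branched-chain list passed with an estimated correlation. The WT mice served as their controls.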

How the results depend on the processing

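The settings with the leading digit of the mouse number as a block and with the methods' t-test and no filter were chosen after the values were seen. So was the setting without scaling, as an alternative, though it had been the first plan for the main analysis. The others were planned.
With all choices as in the passages 1662 probe sets changed. Array weights gave 3968 changed, 1858 higher and 2110 lower. The methods' t-test gave 1033 changed, 540 higher and 493 lower on log2 signals and 994 changed, 528 higher and 466 lower on linear signals, and with no filter 587 changed, 316 higher and 271 lower on log2 signals and 447 changed, 266 higher and 181 lower on linear signals. The block gave 562 changed, 291 higher and 271 lower. Without the variance trend 515 probe sets were higher, with no filter 541 and without scaling 356. Of the probe sets called after quantile normalization, 1486 of 1691 are among those called in the passages.
Camera with an estimated correlation ended the calls of chemokines (0.44), respiratory chain (-0.19), nuclear-encoded mitochondrial genes (-0.19), RNA splicing (0.11), cytosolic ribosome (0.37) and the TCA cycle (-0.26), and left 1 of 14 other lists called. It leaves the mean log2 fold changes as they were. Fry ended those of the respiratory chain (-0.19) and RNA splicing (0.11) and those of complex I, ribosome biogenesis, ATP synthase, atrophy, matrix and proteasome genes. Quantile normalization ended those of RNA splicing (0.10) and the proteasome, and PAGE those of complexes II and III, ATP synthase and the proteasome. The call of fatty acid synthesis ended over the brightest probe sets, with array weights, with mice numbered 2 and with the block, and that of ATP synthase under most alternatives. PAGE called p53 targets (0.26). Under the remaining settings 11 to 20 of the other lists were called.
Directions turned mainly for lists whose mean was near 0 and that passed no test. Without scaling this held for satellite cell markers (-0.00866), the integrated stress response (-0.0253), immediate early genes (-0.0693), fast fibre genes (-0.0159), endothelial markers (-0.0666), the death receptor pathway (-0.0584), aminoacyl-tRNA synthetases (-0.0233) and Uqcrb (-0.0696). Leaving out the scaling lowers all fold changes alike, by construction. Mice numbered 2 alone, and the block, turned Bak1 (0.17), antioxidant enzymes (0.0168), aminoacyl-tRNA synthetases (-0.0205), Schwann cell markers (-0.20) and satellite cell markers (-0.0596), with the same values in both settings because every D257A mouse carries a 2. Quantile normalization turned fast fibre genes (-0.00527), cholesterol synthesis (0.00666) and Uqcrb (-0.0921). Array weights turned Bak1 (0.0444), mtDNA maintenance (0.0065) and Uqcrb (-0.0157). Centring on the median turned mtDNA maintenance (0.0155) and glycolysis (0.00928). The mean of all probe sets turned the death receptor pathway (-0.00135) and immediate early genes (-0.0241). No filter turned the death receptor pathway (-0.0212) and intrinsic apoptosis (0.00466). The brightest probe sets turned antioxidant enzymes (7.13e-05) and endothelial markers (-0.0106). Apart from the scaling, the cause was not tested.
With each mouse left out in turn the ranges were 890 to 3428 probe sets changed, 449 to 1648 higher and 401 to 1780 lower. For the lists they were 0.0928 to 0.16 for RNA splicing, -0.0838 to 0.00213 for antioxidant enzymes, -0.0352 to 0.0836 for the death receptor pathway, -0.0162 to 0.0427 for endothelial markers, -0.00366 to 0.11 for fast fibre genes, -0.14 to 0.0148 for glycolysis, -0.0969 to 0.0937 for immediate early genes, -0.0209 to 0.13 for the integrated stress response, -0.063 to 0.0204 for mtDNA maintenance, -0.00802 to 0.10 for satellite cell markers and -0.15 to 0.0137 for slow fibre genes. They kept their sign for respiratory chain genes (-0.25 to -0.15), nuclear-encoded mitochondrial genes (-0.22 to -0.17), the TCA cycle (-0.29 to -0.23), intrinsic apoptosis (-0.16 to -0.0667), p53 targets (0.21 to 0.34), chemokines (0.40 to 0.49) and the cytosolic ribosome (0.35 to 0.39). Other wide ranges were those of complex IV (-0.11 to -0.026), mitochondrial chaperones (-0.12 to -0.0427), ATP synthase (-0.17 to -0.0785), mannose-binding lectins (0.18 to 0.50), adipocyte (0.0577 to 0.35), B cell (0.21 to 0.48) and Schwann cell markers (0.10 to 0.40), cholesterol synthesis (-0.10 to -0.00109), aminoacyl-tRNA synthetases (0.0172 to 0.0806) and circadian clock genes (-0.13 to -0.0345). For genes they were -0.18 to 0.11 for Bak1, -0.0259 to 0.19 for Polg, -0.12 to -0.0253 for Ndufs3, -0.21 to -0.063 for Ndufa1, -0.23 to -0.0908 for Ndufb3, 0.29 to 0.89 for Ighm and -0.068 to 0.0652 for Uqcrb.
For the other lists and counts, 487 values under the settings with all mice or mice numbered 2 kept call and direction, 40 gained a call, 33 lost it and 25 turned, and 376, 16, 8 and 20 did so with 1 mouse left out. For single genes these counts were 1473, 43, 433 and 6, and 1120, 9, 274 and 7 with 1 mouse left out.
Of the 141 named genes tested, 35 had the same call under every alternative. Lost calls printed beside single genes in the passages are mostly those with a mouse left out. With the block 62 named genes lost their call, and without the variance trend 42. Ppara, Depp1, Gpx3 and Cox7a1 kept their call with each mouse left out. Their highest adjusted p over all alternatives was 0.0753, 0.141, 0.0996 and 0.0753. With an offset of 32 all 141 kept their call and direction. Over the brightest probe sets the neutrophil, B cell and Schwann cell lists had fewer than 3 tested genes, and dim genes such as Bak1 and Lcn2 were left out, so these gave no value there. Fold changes of dim probe sets are limited by the signal over background, which shrinks them by an unknown amount.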

Differences from the paper's values

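The methods' t-test with no filter, the analysis without scaling and the block on the mouse number were chosen as alternatives after the values were seen. All other settings were planned. The analysis without scaling had been the first plan for the main analysis.
The paper states 97 genes changed at an FDR under 0.05 between the genotypes at this age, and 1662 probe sets of 22518 tested changed here at that threshold. None of the alternatives set before the data were examined comes within 1.5 times of the paper's count. The nearest are the leave-one-out fits, from 890 upward, and the methods' t-test with 994 on linear and 1033 on log2 signals. All other planned settings also lie above it. The block, chosen after the values were seen, gave 562. The methods' t-test with no filter, chosen after the values were seen, gave 587 on log2 and 447 on linear signals, still above the paper's count, and calls 49 and 45 of the paper's 97 probe sets, so it drops the rest. Supporting File S1 names 25 comparisons of pairs and the SAM software, which was not among the settings run here. Which test gave the paper's P and FDR is not clear from the text. The methods' t-test is therefore not known to be the one behind the paper's count. It was also run here on scaled signals only, while 69 of the 97 fold changes of Table S1 lie within 0.01 log2 of the deposited signals. The set of probe sets over which the paper adjusted its P was not worked out here. The counts are therefore not compared like for like.
For Ckmt2 the paper states an FDR of 0.004, and the adjusted p here was 0.00205. It came within 1.5 times of the paper's with each array centred on its median (0.0043) and without D257A mouse 2-27M (0.00578) or 2-30M (0.00463) or WT mouse 2-32M (0.00596) or 3-18M (0.00381). It did not with quantile normalization (9.33e-05), no filter (0.00837), the brightest probe sets (0.00154), no variance trend (0.0168), array weights (5.62e-05), an offset (0.00184), mice numbered 2 (0.00153), the methods' t-test on log2 (0.0188) or linear signals (0.0283), or without any other single mouse, nor in the settings chosen after the values were seen: without scaling (4.59e-05), with the block (0.0316) and with the methods' t-test and no filter on log2 (0.0354) or linear signals (0.0535), the last of which ends the call of Ckmt2. The fold change of Ckmt2 and all 97 fold changes of Table S1 lie within 1.5 times of those here.
The paper describes Ckmt2 as the transcript of mitochondrial function with the clearest change. Here, with all mice, 4 of the 223 tested genes of the nuclear-encoded mitochondrial list had a smaller p. Among them was Bdh1 (-1.76, adjusted p = 1.56e-05), against -0.69, adjusted p = 0.00205 for Ckmt2. Mitochondrial genes outside that list were not counted.
The text describes ribosome and RNA categories as the ones induced. Here the cytosolic ribosome list had the smallest adjusted p of those higher, but macrophage markers, chemokines and antigen presentation were higher too, though with an estimated correlation none of these passed (adjusted p = 0.248, 0.12 and 0.248), nor did the ribosome list (0.0606). Fig. 2A and 2B themselves show immune terms as induced.
Fig. 2 shows terms of cytochrome c oxidase activity, the peroxisome and mannose binding as changed. The matching lists did not pass camera here. The complex IV list passed after quantile normalization (adjusted p = 2.13e-04), over the brightest probe sets (0.0256), without WT mouse 1-13M and, chosen after the values were seen, without scaling (0.00242). The peroxisome list passed after quantile normalization (0.0419), over the brightest probe sets (0.0375), with all probe sets of a gene averaged (0.0295), by fry (0.00246) and without D257A mouse 2-25M or WT mouse 1-12M. The mannose-binding list passed by PAGE (0.00235) and, chosen after the values were seen, without scaling (0.0468). The ranges over all settings stand beside these lists in the passages.
Fig. 2D shows 26 genes as decreased at p under 0.01. At that threshold, unadjusted, 19 of them fell here, and 13 did at an adjusted p under 0.05, a threshold other than the figure's. For 1 gene, Uqcrb, there was no fall. Quantile normalization, array weights and the analysis without scaling gave Uqcrb a negative value, none past the test. Of the 94 tested probe sets of Table S1, 78 passed, 13 more had an unadjusted p under 0.05 by limma, and 85 passed without scaling, a setting chosen after the values were seen. By RT-PCR in younger mice the paper found no difference in Catalase mRNA, while Cat fell on the arrays (-1.03, adjusted p = 0.00212). Whether age or assay gives this difference was not tested. By quantitative RT-PCR the paper found lower Cox6a2 mRNA. On the arrays Cox6a2 did not pass with all mice (-0.19, adjusted p = 0.194) but did after quantile normalization.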

Other observations

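The tests on WT mouse 1-13M and on the genes beside Polg were chosen after the results were seen. So were, as alternatives, the settings without scaling and with a block.
By camera the list of matrix genes was lower and lists of protein breakdown genes were higher in D257A muscle, but few of their genes passed, and fry ended the calls of matrix (adjusted p = 0.0892), atrophy and autophagy (0.229) and proteasome genes (0.288). Fibroblast and matrix genes had a mean of -0.77 (standard error 0.24, camera adjusted p = 4.75e-06, 1.79e-16 to 0.472 under other settings), and 6 of 19 fell and 0 rose (12 and 1 adjusted over the list alone). Besides Col1a2, these include Fn1, which encodes fibronectin (-0.89, adjusted p = 0.0196), a call that ended without WT mouse 1-12M (adjusted p = 0.056). Atrophy and autophagy genes had a mean of 0.60 (standard error 0.33, camera adjusted p = 2.84e-04, 2.87e-11 to 0.558 under other settings), and 2 of 19 rose and 0 fell (6 and 0 adjusted over the list alone). Ctsl, a lysosomal protease that atrophying muscle induces, rose (0.97, adjusted p = 0.0173), a call that ended without D257A mouse 2-17M (adjusted p = 0.0529). Proteasome genes had a mean of 0.14 (standard error 0.11, camera adjusted p = 0.00199, 2.77e-08 to 0.642 under other settings), and 3 of 31 rose and 0 fell (3 and 0 adjusted over the list alone). The proteasome call also ended after quantile normalization (adjusted p = 0.1) and with PAGE (0.0512), and the mean was 0.25 without WT mouse 1-13M and 0.10 without WT mouse 3-18M. Psma6, of its core, rose (0.39, adjusted p = 0.0212), a call that ended without D257A mouse 2-25M or 2-30M or WT mouse 1-12M, 2-3M or 2-32M (adjusted p 0.0535 to 0.0615). Means per mouse overlapped on these 3 lists (exact permutation p = 0.0397, 0.103 and 0.262), and on a scale from the other WT mice (0) to the D257A mice (1) WT mouse 1-13M lay at 1.1, 1.46 and 2.19.
Fatty acid synthesis genes had a mean of 0.47 (standard error 0.12, camera adjusted p = 0.0204, 2.21e-05 to 0.472 under other settings), and 2 of 13 rose and 1 fell (3 and 1 adjusted over the list alone). The list holds Aacs and Acaca, the acetyl-CoA carboxylase (1.17, adjusted p = 9.00e-04), which rose, and Acss2, an acetyl-CoA synthetase (-0.57, adjusted p = 0.0229), which fell. The call of Acss2 ended without D257A mouse 2-25M, 2-27M or 2-30M or WT mouse 1-12M or 2-32M (adjusted p 0.0507 to 0.0642), and that of the list over the brightest probe sets (0.23, adjusted p = 0.318), with array weights (adjusted p = 0.119), among mice numbered 2 (0.127), with the block (0.0735) and without WT mouse 1-13M (adjusted p = 0.0987). Cholesterol synthesis had a mean of -0.05 (standard error 0.08, camera adjusted p = 0.76, 0.461 to 0.905 under other settings), which turned positive after quantile normalization, and 1 of 13 rose and 0 fell (1 and 0 adjusted over the list alone). That mean was -0.10 to 0.00 without D257A mouse 2-25M, 2-27M or 2-30M or WT mouse 1-13M, 2-3M or 3-18M.
Genes that respond to denervation had a mean of 0.60 (standard error 0.17, camera adjusted p = 0.0723, 6.95e-06 to 0.472 under other settings), and 2 of 9 rose and 0 fell (3 and 0 adjusted over the list alone). They were Sln and Chrna1, the alpha subunit of the muscle acetylcholine receptor (1.28, adjusted p = 4.31e-04). It passed under 7 of 24 alternatives: over the brightest probe sets (adjusted p = 0.0227), among mice numbered 2 (0.0468), without scaling (0.0241), by PAGE (6.95e-06), by fry (0.0185) and without D257A mouse 2-27M (adjusted p = 0.036) or WT mouse 1-13M (0.0172). Slow fibre genes had a mean of -0.07 (standard error 0.17, camera adjusted p = 0.89, 0.352 to 0.974 under other settings), which turned positive without D257A mouse 2-17M (0.01) or WT mouse 2-32M (0.01), and 3 of 14 fell and 0 rose (4 and 2 adjusted over the list alone). Ankrd2 and Csrp3, which respond to stretch at the sarcomere, fell (-1.15, adjusted p = 4.69e-04, and -1.33, adjusted p = 0.00497). Fast fibre genes had a mean of 0.06 (standard error 0.09, camera adjusted p = 0.179, 0.00186 to 0.883 under other settings). Of these 15 genes, none passed limma over all genes, 1 had an unadjusted p under 0.05, and 0 passed the methods' t-test. It passed under 4 of 24 alternatives: among mice numbered 2 (adjusted p = 0.00186), with the leading digit of the mouse number as a block (0.018) and without WT mouse 1-12M (adjusted p = 0.00819) or WT mouse 3-18M (0.0438). Its mean turned negative without scaling, after quantile normalization and without WT mouse 1-13M (0.00). Glycolysis genes had a mean of -0.03 (standard error 0.11, camera adjusted p = 0.949, 0.248 to 0.996 under other settings), and 2 of 16 fell and 1 rose (2 and 2 adjusted over the list alone). That mean turned positive with each array centred on its median and without WT mouse 1-12M (0.01) or 3-18M (0.00). Gys1, the muscle glycogen synthase, fell (-0.67, adjusted p = 0.00481) and Pgk1, a kinase of glycolysis, rose (0.44, adjusted p = 0.00433).
Other immune and tissue lists did not pass. The interferon response had a mean of 0.26 (standard error 0.06, camera adjusted p = 0.0803, 0.0133 to 0.472 under other settings). Of its 15 genes, none passed limma over all genes, 4 had an unadjusted p under 0.05, and 0 passed the methods' t-test. The list passed under 6 of 24 alternatives: after quantile normalization (adjusted p = 0.0438), among mice numbered 2 (0.0429), without scaling (0.0336), with the leading digit of the mouse number as a block (0.0347), by PAGE (0.0133) and without D257A mouse 2-21M (adjusted p = 0.0305). Neutrophil markers had a mean of 1.18 (standard error 0.49, camera adjusted p = 0.0646, 3.54e-11 to 0.51 under other settings), and 1 of 5 rose and 0 fell (1 and 0 adjusted over the list alone). The gene was Lcn2, an iron-sequestering protein (3.31, adjusted p = 0.0261), and its call ended without D257A mouse 2-17M, 2-21M or 2-30M or WT mouse 1-12M or 2-3M (adjusted p 0.0535 to 0.0753). The list passed under 12 of 23 alternatives: after quantile normalization (adjusted p = 0.05), with no filter (0.0208), with array weights (0.0493), among mice numbered 2 (0.0424), without scaling (0.0127), with the leading digit of the mouse number as a block (0.0347), by PAGE (3.54e-11), with all probe sets of a gene averaged (0.0448) and without D257A mouse 2-17M, 2-25M or 2-27M or WT mouse 3-18M (adjusted p 0.0309 to 0.0408). Adipocyte markers had a mean of 0.23 (standard error 0.24, camera adjusted p = 0.111, 0.0178 to 0.642 under other settings), and 1 of 10 rose and 0 fell (3 and 0 adjusted over the list alone). The list passed under 5 of 24 alternatives: over the brightest probe sets (adjusted p = 0.022), without scaling (0.0178) and without D257A mouse 2-27M (adjusted p = 0.0463), WT mouse 1-12M (0.0346) or WT mouse 3-18M (0.0491). Its mean was 0.06 without WT mouse 1-13M. Endothelial markers had a mean of 0.01 (standard error 0.05, camera adjusted p = 0.938, 0.638 to 0.994 under other settings), and 1 of 16 rose and 1 fell (2 and 1 adjusted over the list alone). Vwf, the von Willebrand factor, rose (0.85, adjusted p = 0.00273). That mean turned negative without scaling and without D257A mouse 2-17M (-0.01) or 2-27M (0.00) or WT mouse 2-3M (0.00) or 3-18M (-0.02).
B cell and plasma cell markers had a mean of 0.34 (standard error 0.20, camera adjusted p = 0.259, 0.0892 to 0.558 under other settings), which was 0.21 without WT mouse 2-32M. Of these 4 genes, none passed limma over all genes, 1 had an unadjusted p under 0.05, and 0 passed the methods' t-test, and 1 rose adjusted over the list alone. Schwann cell markers had a mean of 0.27 (standard error 0.31, camera adjusted p = 0.674, 0.221 to 0.982 under other settings), which turned negative among mice numbered 2 and was 0.10 without D257A mouse 2-30M, 0.13 without WT mouse 1-12M and 0.16 without WT mouse 3-18M. Of these 4 genes, none passed limma over all genes, 0 had an unadjusted p under 0.05, and 0 passed the methods' t-test. Satellite cell and regeneration markers had a mean of 0.07 (standard error 0.10, camera adjusted p = 0.412, 0.0232 to 0.842 under other settings), and 1 of 11 rose and 0 fell (2 and 0 adjusted over the list alone). The gene was Myl4, an embryonic myosin light chain (1.15, adjusted p = 0.00212). The list passed under 1 of 24 alternatives: over the brightest probe sets (adjusted p = 0.0232). Its mean turned negative without scaling, among mice numbered 2 and without D257A mouse 2-25M (-0.01). The T cell, erythroid and mtDNA-encoded lists had 1, 2 and 1 tested genes, too few for a test.
Stress and clock genes moved little as lists. The integrated stress response had a mean of 0.05 (standard error 0.12, camera adjusted p = 0.774, 0.388 to 0.966 under other settings), and 1 of 21 rose and 0 fell (2 and 0 adjusted over the list alone). The gene was the asparagine synthetase Asns (1.01, adjusted p = 0.00115). That mean turned negative without scaling and without WT mouse 3-18M (-0.02). Aminoacyl-tRNA synthetases had a mean of 0.05 (standard error 0.06, camera adjusted p = 0.257, 0.0977 to 0.666 under other settings), which turned negative without scaling and among mice numbered 2, and was 0.02 to 0.08 without D257A mouse 2-27M or 2-30M or WT mouse 1-12M, 1-13M or 3-18M. Of these 17 genes, none passed limma over all genes, 4 had an unadjusted p under 0.05, and 0 passed the methods' t-test. Immediate early genes had a mean of 0.00 (standard error 0.14, camera adjusted p = 0.949, 0.284 to 0.993 under other settings), and 1 of 11 fell and 0 rose (1 and 0 adjusted over the list alone). That mean was negative without scaling, and -0.10 to 0.00 without D257A mouse 2-17M, 2-25M or 2-30M or WT mouse 2-3M or 3-18M. Circadian clock genes had a mean of -0.09 (standard error 0.07, camera adjusted p = 0.956, 0.63 to 0.993 under other settings), and 1 of 14 rose and 0 fell (1 and 0 adjusted over the list alone). That mean was -0.03 without D257A mouse 2-21M. The gene was Clock (0.46, adjusted p = 0.0412), and its call ended without D257A mouse 2-17M, 2-21M, 2-25M, 2-27M or 2-30M or WT mouse 1-12M, 2-3M or 2-32M (adjusted p 0.0631 to 0.11).
By quantitative RT-PCR the paper found lower mRNA of Cox6a2 in muscle of D257A mice at 13 months. In pooled gastrocnemius and quadriceps of younger mice it found lower protein of Ndufs3, while that of Uqcrfs1 only tended to decrease. On the arrays the log2 fold changes were -0.19, adjusted p = 0.194, for Cox6a2, the muscle isoform of subunit 6a of cytochrome c oxidase, -0.08, adjusted p = 0.668, for Ndufs3, of complex I, and -0.17, adjusted p = 0.15, for Uqcrfs1, the iron-sulfur protein of complex III. The value of Ndufs3 was -0.12 to -0.03 without D257A mouse 2-21M or 2-30M or WT mouse 1-12M or 1-13M. None of these passed by limma with all choices as above, but Cox6a2 (adjusted p = 0.0233) and Uqcrfs1 (0.0225) passed after quantile normalization, Cox6a2 also without scaling and Uqcrfs1 with array weights.
Whether chance could give the counts was asked with 100 splits of the 10 arrays into 5 and 5. For the 1662 changed probe sets chance can be excluded, since 1 split, the real one, reached as many and the highest other gave 883. The same holds for the 819 higher (1 split) and the 843 lower probe sets (1 split), where the highest other gave 451 in the larger of its directions. The split with 883 swaps D257A mouse 2-27M with WT mouse 1-13M. For the 20 lists past the threshold chance cannot be excluded, since 8 of 100 splits gave as many and the highest other gave 25. Every split with more than 20 lists grouped most D257A mice with WT mouse 1-13M and so kept part of the genotype difference. The splits therefore cannot decide how many lists chance alone gives.
The fall of respiratory chain genes was weighed against technical explanations. Muscle RNA diluted by RNA of other cell types would lower fast fibre genes alike, but these lay above respiratory chain genes by 0.25 (standard error 0.04, exact permutation p = 0.00794). A trend of fold change with signal intensity is argued against by 10000 random lists matched on signal, of which 0 had a median as low as the list's -0.18 (lowest -0.08), and lower RNA quality in one genotype by a shift of -0.20 with the 3' to 5' ratio as a covariate, -2.97 standard errors. A difference between cohorts marked by the leading digit of the mouse number is argued against by the mice numbered 2, which alone gave 0.975 of the shift, with both WT mice above every D257A mouse (exact permutation p = 0.0476, the smallest possible with 5 against 2). That the fall follows from the genotype is a hypothesis that may be tested in further mice.
Over many lists WT mouse 1-13M was apart from the other WT mice, and array weights gave it 0.283, the lowest weight of the 10 arrays. On a scale from the other WT mice (0) to the D257A mice (1), it lay over 0.5 on 16 of the 23 lists whose means separate the other 9 mice by genotype, and between -0.33 and 2.19 over them. A D257A mouse under a WT label would lie with the D257A mice on all of these, but on the cytosolic ribosome, beta-oxidation and branched-chain lists, picked after their values were seen, its highest position was 0.116, which argues against such a label as the whole cause. Lower RNA quality of this array, as read by the 3' to 5' ratio, is argued against by its mean log2 ratio of -0.30, inside the range of the others (-0.43 to -0.17). The array had a Pearson r of 0.928 to 0.948 with the other WT arrays, which had 0.968 to 0.977 with each other. With the D257A arrays its r was 0.937 to 0.954, so it was not close to either genotype. Its trimmed mean of the deposited signal, 129, was the highest of the 10 arrays. Another technical difference of this array, or a difference in health or handling of this mouse, was not tested and stays open.
Of the 20 genes with the smallest p, 4 (Hddc3, Alpk3, Fam174b and Arrdc4) lie among the 80 genes beside Polg (Fisher exact p = 1.07e-05). As many are held by 0.386% of 9594 windows of 81 neighbouring genes, all of them centred beside Polg, and the highest elsewhere was 2. No other place thus holds such a cluster. The test was prompted by these same genes, so it cannot decide whether chance placed them there. Changed neighbours went both ways, from 3.32 for Hddc3, 2.34 for Fam174b and 2.01 for Arrdc4 to -0.80 for Homer2 and -2.08 for Alpk3. A probe set that misreads its gene cannot be told apart, since 1 of the 2 genes with a second probe set moved with the first (0.81 for Arrdc4, and not for Hddc3). A candidate explanation is DNA of another strain kept on both sides of the Polg allele, since the paper states a mixed background backcrossed for 4 generations, but the share of changed genes beside Polg did not differ past the test from that elsewhere (11.2% against 7.21%, Fisher exact p = 0.187), which decides nothing with so few genes. These genes may therefore not reflect the mtDNA mutations, and sequence of the interval would tell.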
